# Lvr, a Signaling System That Controls Global Gene Regulation and Virulence in Pathogenic *Leptospira*

**DOI:** 10.3389/fcimb.2018.00045

**Published:** 2018-02-23

**Authors:** Haritha Adhikarla, Elsio A. Wunder, Ariel E. Mechaly, Sameet Mehta, Zheng Wang, Luciane Santos, Vimla Bisht, Peter Diggle, Gerald Murray, Ben Adler, Francesc Lopez, Jeffrey P. Townsend, Eduardo Groisman, Mathieu Picardeau, Alejandro Buschiazzo, Albert I. Ko

**Keywords:** Leptospira, pathogenic, branched signaling, two-component system, hybrid histidine kinase, hybrid response regulator, virulence, gene duplication

## Abstract

Leptospirosis is an emerging zoonotic disease with more than 1 million cases annually. Currently there is lack of evidence for signaling pathways involved during the infection process of *Leptospira*. In our comprehensive genomic analysis of 20 *Leptospira* spp. we identified seven pathogen-specific Two-Component System (TCS) proteins. Disruption of two these TCS genes in pathogenic *Leptospira* strain resulted in loss-of-virulence in a hamster model of leptospirosis. Corresponding genes *lvrA* and *lvrB (leptospira virulence regulator*) are juxtaposed in an operon and are predicted to encode a hybrid histidine kinase and a hybrid response regulator, respectively. Transcriptome analysis of *lvr* mutant strains with disruption of one (*lvrB*) or both genes (*lvrA/B*) revealed global transcriptional regulation of 850 differentially expressed genes. Phosphotransfer assays demonstrated that LvrA phosphorylates LvrB and predicted further signaling downstream to one or more DNA-binding response regulators, suggesting that it is a branched pathway. Phylogenetic analyses indicated that *lvrA* and *lvrB* evolved independently within different ecological lineages in *Leptospira* via gene duplication. This study uncovers a novel-signaling pathway that regulates virulence in pathogenic *Leptospira* (Lvr), providing a framework to understand the molecular bases of regulation in this life-threatening bacterium.

## Introduction

Leptospirosis is a zoonotic disease caused by pathogenic species of the genus *Leptospira*. Infection with this pathogen results in more than one million human cases a year with a fatality ratio frequently exceeding 10% (Bharti et al., 2003; Costa et al., 2015a). The life cycle of pathogenic *Leptospira* is complex, including asymptomatic reservoir and susceptible hosts (Ko et al., 2009). Large spectrum of mammalian hosts including rodents (the Norway rat, *Rattus norvegicus* and/or the black rat, *Rattus rattus*), live stock, dogs, and horses harbor and shed the pathogenic leptospires from their renal tubules into the environment (Ko et al., 1999; Costa et al., 2015b). Transmission of *Leptospira* to humans is due to exposure of risk groups to animal reservoirs or contaminated environments (Reis et al., 2008; Costa et al., 2015b). Therefore, pathogenic *Leptospira* must adapt rapidly to the versatile ecological niches encountered during its lifecycle. The *Leptospira* genomes encode an array of serine-threonine protein kinases (STPKs), extra cytoplasmic function (ECF) sigma factors, and two-component signal transduction systems (TCSs), which might enable *Leptospira* to traverse the diverse environmental stimuli experienced during the infection (Nascimento et al., 2004; Fouts et al., 2016). However, TCSs in *Leptospira* have been implicated only in heme metabolism (Louvel et al., 2008; Morero et al., 2014) and chemotaxis (Lambert et al., 2015) but not in virulence regulation. Here we provide a singular example of a virulence governing, non-classical TCS in pathogenic *Leptospira*.

The *Leptospira* genomes encode a substantially higher number of TCS genes (>50) compared to other spirochetes such as *Borrelia spp*. (<10) and *Treponema spp*. (<20). A pan-genus genomic analysis of globally representative 20 *Leptospira* species revealed that a high percentage of TCS genes (60%) in *Leptospira* encode non-classical TCSs (Fouts et al., 2016) and most of them are designated hybrid response regulators (HRR). Non-classical TCSs do not comply with a linear phosphate flow from sensor histidine kinases (HKs) to cognate response regulators (RRs), as observed in classical TCSs (Mascher et al., 2006).

HRRs comprise an N-terminal domain harboring the ultra-conserved aspartate residue that receives the phosphoryl group from upstream TCS partners (denominated receiver domain or REC), followed by C-terminal modules typical of HKs within the same polypeptide (Wuichet et al., 2010). HRRs remain largely unexplored with very few reports in endo-symbiotic bacteria and plant-associated bacteria (Wojnowska et al., 2013; Kaczmarczyk et al., 2015).

In this study, we report a novel hybrid histidine kinase / hybrid response regulator pair LvrAB (***L****eptospira* **v**irulence **r**egulator), specific to pathogenic *Leptospira*. Our findings determine the global regulatory role of *lvr* genes with a special emphasis on their role in virulence. Moreover, our study suggests that LvrA/B operate through a branched signaling pathway, predicting that a specific downstream DNA-binding response regulator(s) functions as final effector(s).

## Materials and methods

### Bacterial cultures and growth conditions

*Leptospira interrogans* serovar Manilae strain L495 WT (WT) and mutant strains (lvrA/B, lvrA/B II, lvrB, lic13192, lic13087, lic11713) were cultured in Ellinghausen-McCullough-Johnson-Harris liquid medium (EMJH) (Johnson and Harris, 1967) supplemented with 1% rabbit serum (Sigma-Aldrich) at 30°C with shaking (100 rpm). Leptospires were enumerated by dark-field microscopy in a Petroff-Hausser chamber (Thermo Fisher Scientific, Waltham, MA, USA). When appropriate, spectinomycin or kanamycin was added to the culture medium at the final concentration of 40 μg/ml.

Motility of the WT and mutant Leptospira (lvrA/B, lvrA/B II, lvrB) was evaluated by inoculating 105 leptospires onto semisolid EMJH medium containing 0.5% agar (DifcoTM Noble Agar, BD Biosciences, NJ, USA). The plates were incubated at 30°C without shaking and the diameters of the growth zones were measured after 14 days. Assays were repeated in triplicate.

### Random mutagenesis

A plasmid vector pSC189 containing both the hyperactive transposase C9 and transposon terminal inverted repeats flanking a kanamycin resistance gene (Bourhy et al., 2005) was used to deliver Himar1 in the L. interrogans serovar Manilae strain L495 genome and random mutants were selected. Representative Kmr clones were further tested by PCR for the identification of the insertion site of the Himar1 transposon in the genome using primers flanking the site of insertion, followed by DNA Sanger sequencing (Table S2).

### Site-directed mutagenesis of Lvr proteins

LvrA and LvrB coding genes were amplified from *L. interrogans* serovar Copenhageni Fiocruz L1-130 genomic DNA, and cloned into a modified version of the pQE80L (Qiagen Kit, Germantown, MD, USA) plasmid using the Restriction Free (RF) method (Van Den Ent and Lowe, 2006). This plasmid (pQE80L-TEV) includes a TEV cleavage site and a GSGS linker after the N-terminal His-tag. RF cloning, using the appropriate mutagenic oligonucleotides also generated point mutants. Full-length LvrA or LvrB protein variants were expressed in *Escherichia coli* (TOP10F′) and purified by affinity chromatography using standard procedures.

### Virulence test

*In vivo* screening was performed to test the virulence potential of Leptospira WT and mutant strains (lvrA/B, lvrA/B II, lvrB, lic13192, lic13087, lic11713). Golden Syrian male hamsters were challenged via conjunctival route with doses of 5 × 106, 107, or 108 leptospires in 10 μl of EMJH, as described previously (Wunder et al., 2016). Animals were monitored for clinical signs of disease up to 21 days post-challenge. Sick animals were immediately euthanized by inhalation of CO2, and death was used as primary outcome. Treatment effects (mutations in L. interrogans Manilae strain) and day effects were estimated based on proportional hazards model.

For studying expression pattern of *lvr* genes *in vivo*, golden Syrian male hamsters (*n* = 2) were challenged with *Leptospira* WT (10^8^ leptospires in 1 mL of EMJH) via intraperitoneal (IP) route as described previously (Wunder et al., 2016). Animals were monitored for clinical signs of disease up to 21 days post-challenge and sick animals were immediately euthanized by inhalation of CO_2_. Blood samples were collected by retro-orbital bleeding procedure from these hamsters at defined intervals (1 day, 3 days, 5 days, and 7 days) and stored in TRIzol (Invitrogen^TM^, Thermo Fisher Scientific, Waltham, MA, USA) at −80°C until further use.

### Ethics statement

All animal protocols and work were approved and conducted under the guidelines of the Yale Institutional Animal Care and Use Committee (IACUC), under approved protocol #2014–11424. The Yale IACUC strictly adheres to all Federal and State regulations, including the Animal Welfare Act, those specified by Public Health Service, and the US Department of Agriculture, and uses the *US Government Principles for the Utilization and Care of Vertebrate Animals Used in Testing, Research, and Training* as a guide for all animal studies.

### RNA extraction, library preparation, and RNA-sequencing

*Leptospira* cells of WT and mutant strains (*lvrA/B* and *lvrB*) were cultured in EMJH (Johnson and Harris, 1967) supplemented with 1% rabbit serum (Sigma-Aldrich, St. Louis, MO, USA) at 30°C with shaking (100 rpm) and subsequently harvested at late-log phase by centrifugation at 3,200 *g*. RNA was extracted for two biological replicates using the TRIzol method (Invitrogen^TM^, Thermo Fisher Scientific, Waltham, MA, USA).

Six strand-specific sequencing libraries, two for each strain, were produced from total RNA. The libraries were run on HiSeq 2000, generating approximately between 21 and 35 million pair-end reads of 76 bp each. Adapter sequences, empty reads, and low-quality sequences were removed. The first and the last nucleotides with quality scores below 20 for each read were trimmed to remove low quality bases using in-house scripts. After trimming, reads shorter than 45 bp were also discarded. Trimmed reads were mapped to *L. interrogans* serovar Manilae L495 with a known transcriptome index (http://www.genoscope.cns.fr/) using Tophat v2.0.11 (Trapnell et al., 2009). Only reads that mapped to a single unique location in the genome with a maximum of two mismatches in the anchor region of the spliced alignment were reported in these results. To obtain a tally of the number of the reads that overlapped the exons of a gene, we analyzed the aligned reads with HTSeq v0.6.1p1 (Anders et al., 2015) (http://www-huber.embl.de/users/anders/HTSeq/doc/). Differential expression analysis was performed with DESeq2 (Love et al., 2014). *P*-values were corrected for multiple testing with Benjamini-Hochberg correction.

We identified 850 genes with at least 2 log_2_-fold changes and with a significance of *p*-adjusted < 0.05 in each comparison group. Hierarchical clustering was performed with 850 genes exhibiting significant changes across all conditions and a heat map was generated with the regularized-logarithm transformation of the data (Schmittgen and Livak, 2008). PCA plots showed samples clustering by treatment group.

### RNA seq data analyses

The sequences were aligned to the *L. interrogans* serovar Manilae L495 obtained from http://www.genoscope.cns.fr. The reference genome was indexed using the bowtie2-index. The reads were pre-processed to remove the first and last base, and filtered for quality using scripts written in PERL. The reads were aligned to the reference genome using Tophat (Trapnell et al., 2009). The aligned bam files were processed using htseq-count (Anders et al., 2015), and the raw counts were processed using DESeq2 package in R (Love et al., 2014). The downstream analysis and plotting was done using home brew scripts written in R (R Archive Network). R package pheatmap was employed for the heatmap where the values were scaled according to row to depict how the gene expression for the specific gene changed across the conditions.

### Whole genome sequencing

*L. interrogans* serovar Manilae mutant strains (*lvrA/B* and *lvrB)* were cultured in Ellinghausen-McCullough-Johnson-Harris liquid medium (EMJH) (Johnson and Harris, 1967) supplemented with 1% rabbit serum (Sigma-Aldrich, St. Louis, MO, USA) at 30°C with shaking (100 rpm). DNA was then extracted from late-log phase cultures by Maxwell 16 DNA purification kit (Promega, Fitchburg, WI, USA). The quality and concentration of DNA was measured by NanoDrop^TM^ 2000 spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA) and by fluorometric assay using the Quanti-iT PicoGreen dsDNA assay kit (Invitrogen^TM^, Thermo Fisher Scientific, Waltham, MA, USA).

The genomes of the isolates *lvrA/B* and *lvrB* were sequenced at the Yale Center for Genome Analysis (YCGA) using the Illumina HiSeq2000 sequencing system. The sequenced reads were mapped to *L. interrogans* serovar Manilae L495 genome (http://www.genoscope.cns.fr/) and Geneious software package was employed for variant calling. In order to confirm a variant call, a minimum of 75% of the sequencing reads should support the call.

### Quantitative reverse transcription PCR (RT-qPCR) for target gene identification and RNA seq data validation

*Leptospira* WT and *lvr* mutants were cultured till mid-log and late-log phases. RNA was extracted for two biological replicates using the TRIzol method (Invitrogen^TM^, Thermo Fisher Scientific, Waltham, MA, USA). For studying expression of *lvr* genes *in vivo*, total RNA was extracted from hamster blood samples (*n* = 2) stored in TRIzol, as per the manufacturer's instructions (Invitrogen^TM^, Thermo Fisher Scientific, Waltham, MA, USA).

Ambion® TURBO DNA-free™ DNase treatment kit (Applied Biosystems Inc, Foster City, CA, USA) was employed to remove contaminating DNA from RNA preparations. The concentration of RNA was determined using a NanoDrop^TM^ 2000 spectrophotometer system (Thermo Fisher Scientific, Waltham, MA, USA). The High capacity cDNA reverse transcription kit (Applied Biosystems Inc, Foster City, CA, USA) was employed for conversion of total RNA to single-stranded cDNA. The primers designed for target gene identification and RNA-seq data validation are listed in Table S2.

The qPCR was carried out on 7500 fast real-time PCR (Applied Biosystems Inc, Foster City, CA, USA) using iQ^TM^ SYBR^R^ Green supermix (Bio-rad, Hercules, CA, USA) according to manufacturer's instructions. The thermal cycling conditions used in the qPCR were 95°C for 3 min, followed by 40 cycles of 95°C for 5 s and 60°C for 1 min. The specificity of the SYBR green PCR signal was confirmed by melt curve analysis. In RT-qPCR experiments, *flaA* gene (flagellar apparatus gene) was used as an endogenous control and *L. interrogans* WT was employed as reference strain. A relative quantification analysis was performed using the comparative CT method, and the relative gene expression was calculated by using the 2^−Δ*ΔCt*^ method (Schmittgen and Livak, 2008).

### Molecular evolution analyses

Multiple BLAST searches were performed against the NCBI database for homologs of *Lvr* in other bacterial genomes. Two Lvr homologs in *Mycobacterium* were employed to root the phylogeny. A set of 67 unique amino acid sequences was assembled and they were aligned using SATé-II (Liu et al., 2012) with MAFFT as aligner, MUSCLE as merger, and RAxML as tree estimator under WAG model. The robustness of branching topologies was estimated with 1,000 maximum likelihood searches of bootstrapped sequence data using PhyML (Guindon et al., 2010) under the WAG model. Robustness of the topology was further confirmed with Bayesian analyses using MrBayes 3.2 (Ronquist et al., 2012). Bayesian phylogenetic analyses were performed using the Metropolis-coupled Markov chain Monte Carlo method (MCMCMC) under a mixed amino acid model by running for chains with 10,000,000 generations. Trees were sampled every 1000th generation, and first 2,000 trees were discarded before computing a consensus tree. Branches with bootstrap proportions (BP) higher than 80% or posterior probability (PP) higher than 0.98 were considered significantly supported.

A total of 67 sequences with 1,199 aligned positions were included in the phylogenetic analyses. The tree was rooted with orthologs of *Mycobacterium* (*M. gastri* and *M. kansasii* genes, with 42% identity). There were no significant conflicts in topology of the gene trees as inferred by maximum likelihood analyses using PhyML and Bayesian analyses; branch support was significant (bootstrap >80% and posterior probabilities ≥0.98). A consensus tree based on the last 8,001 trees sampled per 1,000 generations in Bayesian analyses featured a Bayesian posterior probability of ≥98%.

### Phosphotransfer assays

Purified Lvr proteins (1 mg/mL) in desalting buffer (25 mM Tris-HCl, 250 mM NaCl, 10 mM MgCl2, pH 8.5) were incubated with 1 mM ATP and 10 mCi of [γ^33^P] ATP (3000 Ci/mmol, ARC) at room temperature for 30 mins. Phosphotransfer reactions were stopped by mixing the samples with Laemmli buffer. Samples were then subjected to gel electrophoresis (SDS-PAGE), and visualized by autoradiography (Hyperfilm ECL) after 1–3 days of exposure. Densitometry analysis was performed using the software ImageJ.

### Statistical analysis

GraphPad Prism (Prism Mac 5.0) was employed for statistical analysis of *in vivo* and motility data. Fisher's exact test was used to calculate *p*-values for difference in mutant infections clearance with 2 × 2 contingency table. The Benjamini-Hochberg FDR method was used to adjust the *p*-values for multiple testing of RNA-seq data (Noble, 2009). Spearman and Pearson's *R*-value determined similarities between RNA replicates.

### Data availability

RNA-Seq reads are available in the NCBI Sequence Read Archive, under accession numbers *L. interrogans* Manilae wild type (I: GSM2085874, II: GSM2085875), *lvrA/B* mutant (I: GSM2085878, II: GSM2085879), *lvrB* mutant (I: GSM2085876, II: GSM2085877).

The genome sequencing data for *lvrA/B* and *lvrB* mutants have been deposited in NCBI under accession numbers SRR5956150 and SRR5956154 respectively.

## Results and discussion

### Identification of a TCS governing virulence in *Leptospira*

Our comparative genomic analysis of 20 *Leptospira* species (Fouts et al., 2016) led us to the identification of seven genes encoding TCS proteins in all the pathogenic *Leptospira* species but distinctly absent from saprophytic spp. Therefore, we speculated the role of these seven signaling proteins in pathogenic mechanisms and/or virulence modulation. As a further step to identify the regulatory role of these putative signaling proteins, we screened our *Mariner* transposon based mutant library in pathogenic *L. interrogans* serovar Manilae. In our screening of mutant library, we identified disruptions in four pathogen-specific TCS genes (Tables S1, S2). Two of the mutants had insertions in a pathogen-conserved locus encoding a hybrid HK (gene *lic11709*) and a hybrid RR (gene *lic11708*). The other two mutant strains were found to have insertions in a classical HK gene (*lic13087)* and a hybrid HK gene (*lic13192*) (Table S1).

Subsequently, we aimed to determine the ability of the above TCS mutants to cause infection in a hamster model. A significant loss of virulence (*p* < 0.05) was observed in the survival curves of hamsters infected with *lic11708* and *lic11709* mutants when compared to wild-type *L. interrogans* (WT) (Figure 1, Tables S3, S4). By contrast, *lic13192* and *lic13087* mutants did not show significant decrease in hamster mortality (*p* > 0.05; Figure 1). All four strains showed similar bacterial growth in EMJH medium (data not shown) indicative that virulence defects of the *lic11708* and *lic11709* mutants are due to their altered virulence potential in a mammalian host. Taking into account the *in vivo* virulence attenuation phenotype, this TCS pair is designated as Lvr, ***L****eptospira* **v**irulence **r**egulator system, comprising proteins LvrA (*lic11709*) and LvrB (*lic11708*).

**Figure 1:**
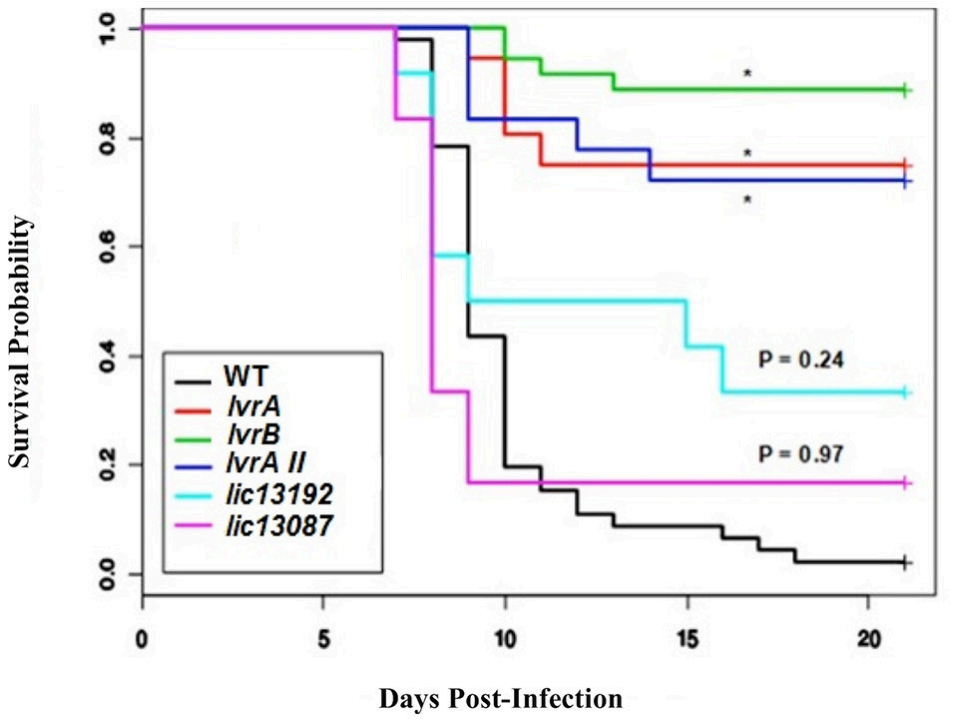
*In vivo* screening of selected *Leptospira* TCS mutants. Golden Syrian male hamsters were challenged with wild type, *lvrA/B* (M1529)*, lvrA/BII* (M1529 II)*, lvrB* (M1419)*, lic13192* (M480), and *lic13087* (M854) mutants of *L. interrogans* Manilae L495 sp via conjunctival route in doses of 5 × 10^6^, 10^7^, and 10^8^ leptospires. Animals were monitored for 21 days post-challenge with death as a primary outcome. The survival probability plot was based on a proportional hazards model. Treatment effects (mutations in *L. interrogans* Manilae strain) and day effects were estimated based on this model and *P* values were calculated. ^*^P < 0.0001.

Whole genome sequencing of *lvrA* (*lic11709*) and *lvrB* (*lic11708*) mutants revealed single transposon insertion events in corresponding *lvr* genes respectively. Thus, we confirmed that the attenuated phenotype exhibited by these mutant strains is attributable to specific insertions in *lvr* genes but not due to any off-target mutations. Genome sequencing results therefore compensated for our unsuccessful attempts to complement the *lvr* mutant strains with corresponding wild-type genes. Furthermore, an independent transposon mutant *lvrA_*II was additionally identified in *lvrA* gene locus (Table S1) and it also displayed an *in vivo* attenuated phenotype (Figure 1). Taken together, the evidence provided here strongly supports a virulence modulation function of the Lvr signaling system in pathogenic *Leptospira* spp.

### Lvr constitutes an unusual “hybrid histidine kinase/hybrid response regulator” pair

Pathogenic *Leptospira* spp. uniquely harbor the genomic region encompassing two genes, *lvrA* and *lvrB*, which appear to be part of the same operon (Figure 2A). Consistent with this notion, the *lvrA* and *lvrB* transcripts were 29- and 9- fold lower than the wild type strain in an *lvr* mutant with a transposon insertion in the *lvrA* gene (Figure 2B). Hereafter, *lvrA* strain is thus named as *lvrA/B* mutant. By contrast, the *lvrB* mutant with a transposon insertion in the intergenic region between *lvrB* and *lvrA* resulted in a 30-fold downregulation of the *lvrB* transcript only, with *lvrA* expression unchanged (Figure 2B).

**Figure 2:**
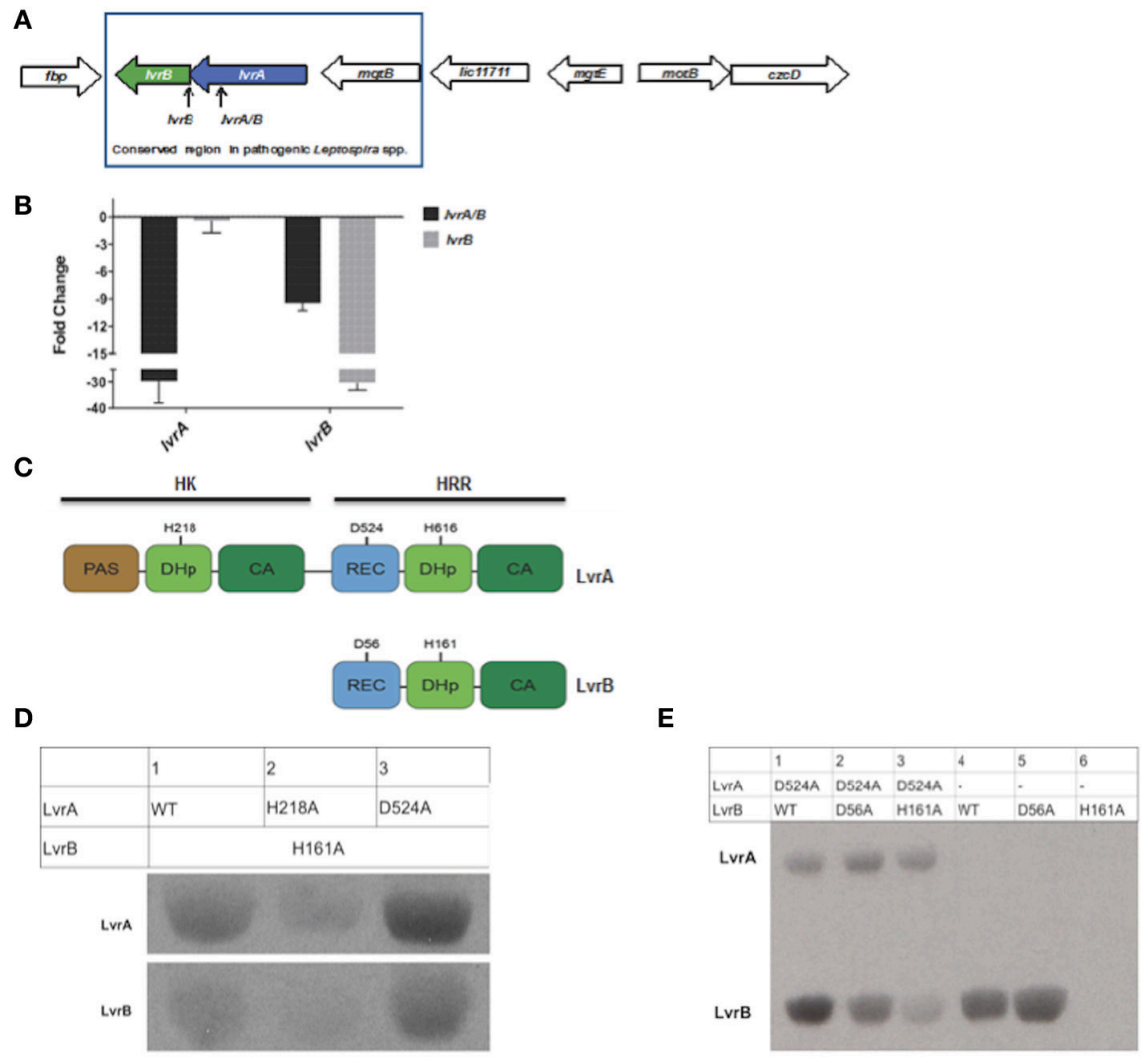
Gene arrangement and domain organization of Lvr dyad in pathogenic *Leptospira* spp. **(A)** This figure is a schematic representation of the Lvr loci in pathogenic Leptospira. Arrow length is proportional to the gene length. *lvrA* (blue): Putative hybrid histidine kinase-response regulator gene and *lvrB* (green): Putative hybrid response regulator gene in *L. interrogans* serovar Manilae strain L495. Himar1 insertion site in *lvrA* gene (*lvrA/B* mutant) and in intergenic region between *lvrA* and *lvrB* (*lvrB* mutant) has been indicated. **(B)** *In vitro* gene expression of *lvrA* and *lvrB* by RT-qPCR **(C)** Domain organization of Lvr proteins; signature segments of kinase and receiver domains were identified by multiple sequence alignment and indicated. Conserved histidine and aspartate residues as putative phosphorylation sites are denoted for each protein. REC, receiver domain; PAS, Per, Arnt, Sim domains; DhP, Dimerization histidine phosphotransfer; CA, catalytic and ATP-binding domain. **(D)** Phosphotransfer from LvrA to LvrB. An LvrB mutant devoid of autokinase activity (LvrB_H161A) was incubated with [Y-33P] ATP for 30 min with LvrA wild type, LvrA_H218A or LvrA_D524A (as labeled in each lane). Reaction products were separated by SDS-PAGE and visualized using autoradiography. **(E)** Wild-type LvrB and the point mutants D56A and H161A were incubated with [Y-33P] ATP and MgCl2 for 30 min, in presence (lanes 1 to 3) or absence (lanes 4 to 6) of LvrA_D524A (as labeled in each lane). Reaction products were separated by SDS-PAGE and visualized using autoradiography.

The *lvr* genes encode for TCS proteins with unusual domain architectures (Goulian, 2010). The 832 amino acid long LvrA is a hybrid HK (HHK) protein, with a canonical N-terminal HK region and a C-terminal RR region within the same polypeptide (Figure 2C). The HK region comprises a PAS sensory domain (spanning residues 11–141), a Dimerization and Histidine phosphotransfer (DHp) domain (206–270) and a Catalytic and ATP-binding (CA) domain (residues 325–427). The RR region that follows is unusual in that it comprises a typical REC domain (residues 478–583) that is followed by an effector domain resembling a HK on its own (Figure 2B), comprising a DHp domain (residues 604–670) and CA domain (residues 720–823). Each of the two HK portions in LvrA includes the histidine residue within the conserved H-box motifs, which could thus be phosphorylated during signaling, at positions 218 and 616. A potentially phosphorylatable aspartate residue within LvrA's RR domain is found at position 524 (Figure 2B).

The 382 amino acid long LvrB protein has a domain organization corresponding to a HRR, similar to the C-terminal half of LvrA (Figure 2C). LvrB thus comprises a REC domain (residues 7–120), including conserved Asp56 at the putative phosphorylation site, upstream of an HK core. The latter displays a DHp domain (residues 149–213) harboring a phosphorylatable His at position 161, and a CA domain (residues 264–374; Figure 2C). By using an *in silico* approach [http://topcons.cbr.su.se/] we predicted the cytoplasmic localization of Lvr proteins. Also absence of transmembrane regions in LvrA or LvrB proteins confirms their cytoplasmic localization. Interestingly, DNA binding domains are equally absent in both Lvr proteins, instead their corresponding REC domains are connected to enzymatic (HK) effector domains.

We hypothesized that the LvrA and LvrB proteins are cognate partners within a phosphotransfer cascade pathway, because the *lvrA* and *lvrB* genes are co-transcribed as part of an operon. We tested this hypothesis by quantifying phosphotransferase activity *in vitro* using wild type (LvrB_wt) and mutant versions of full-length LvrA and LvrB proteins, purified as soluble recombinant species from *E. coli*. We employed autokinase-defective mutant LvrB_H161 as a negative control in which the phosphorylatable His161 was substituted by alanine (LvrB_H161A). Incubation of LvrB_H161A with variants of LvrA (wild-type, LvrA_H218A, and LvrA_D524A) in the presence of [γ^33^P] ATP, showed that LvrA catalyzes the transfer of its His-bonded phosphoryl group to LvrB (Figure 2D). To study the effect of Asp56 phosphorylation on the autokinase activity of LvrB, we performed autophosphorylation assays in the presence or absence of LvrA_D524A (Figure 2E). The autokinase activity of wild-type LvrB significantly increased in presence of its partner, respect to the basal level of activity detected in its absence. In contrast, the activity of the LvrB_D56A mutant was not affected, displaying basal activity levels in both cases. Taken together, these results suggest that phosphotransfer occurs from LvrA His218 to the receiver Asp56 within LvrB, indeed supporting the hypothesis that LvrA and LvrB are part of the same signaling pathway.

### LvrAB modulates global transcriptional regulation

To uncover the physiologic role of the Lvr system, we examined the global gene expression pattern of the *lvrA/B* and *lvrB* mutant strains by comparing their transcriptome profile to that of the WT *Leptospira*, all grown under standard *in vitro* conditions (30°C in EMJH). 

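RNA of *L. interrogans* serovar Manilae strain L495 (WT) and of its transposon mutants *lvrA/B* and *lvrB* was sequenced from late-log cultures grown at 30°C, with 2 biological replicates (I and II) of each strain. The authors aligned the trimmed reads to the L495 genome with TopHat, counted the reads on each annotated gene with HTSeq, and deposited these counts for each library without normalization. The paper states that the libraries were strand-specific, and its text does not say whether the strand was used in counting. The reads counted on genes came to 24896260 in WT I and 8001646 in WT II, to 8339223 in *lvrB* I and 4149785 in *lvrB* II, and to 8225463 in *lvrA/B* I and 9493699 in *lvrA/B* II. The paper states a depth of approximately 21 M to 35 M paired-end reads, and its wording leaves open whether reads or pairs were counted. All lines of the deposited tables, including the alignments outside genes, added up to between 5058831 and 45374507 per library. The values given here use the counts on genes.

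From these counts, fold changes were computed with edgeR's quasi-likelihood test after TMM normalization, with all 6 libraries in one fit. The test covered 4308 of the 4312 listed genes. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change of at least 2, which are the thresholds of the paper. With 2 libraries per strain, an exact permutation test of a single gene cannot give a two-sided p-value below 0.333, so the p-values come from the model across genes.

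The WT libraries differed in composition from the mutant libraries. Reads on genes made up 54.9% and 52.8% of all alignments in WT I and II, and between 80.7% and 84.2% in the mutant libraries. Alignments outside annotated genes made up 39.8% and 41.2% in WT, and between 14.8% and 18.3% in the mutants. No counts were recorded for 5 and 6 genes in WT, for 100 and 84 genes in *lvrB*, and for 162 and 102 genes in *lvrA/B*. A single gene, LMANv2_150111, took 19.3% and 17.6% of the gene counts in *lvrB*, against 0.932% and 0.994% in WT and 1.97% and 2.26% in *lvrA/B*. The TMM factors were accordingly 1.58 and 1.66 in WT, 0.685 and 0.766 in *lvrB*, and 0.823 and 0.886 in *lvrA/B*. Each strain was 1 group of libraries, so a difference of composition between WT and mutant libraries cannot be separated from the difference of strain.

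**Figure D1:**
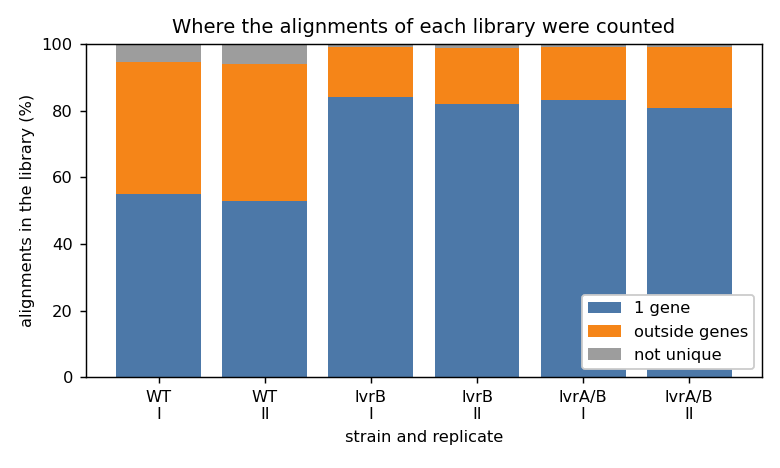
Share of the alignments of each library (vertical axis, percent) counted on 1 gene, outside genes, or as not uniquely aligned, for replicates I and II of each strain. The share on genes was 54.9% and 52.8% in the WT libraries and between 80.7% and 84.2% in the mutant libraries.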

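The disrupted genes were examined first. *lvrA* is LMANv2_670019 and *lvrB* is LMANv2_670020 in Table S1. In the *lvrA/B* mutant, whose transposon lies in *lvrA*, normalized CPM of *lvrB* were 59.3 ± 9.93 (SD, n = 2), against 123 ± 11.3 (SD, n = 2) in WT. This was a log2 fold change of -1.05 (standard error 0.32, adjusted p = 0.022 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *lvrA* itself had 604 ± 46.9 normalized CPM (SD, n = 2) in *lvrA/B* and 749 ± 122 (SD, n = 2) in WT. Its log2 fold change of -0.31 (standard error 0.18, adjusted p = 0.19 from the same edgeR test) did not pass the threshold. Normalization moved this value most. Scaling by total counts alone gave -1.23 for *lvrA* in *lvrA/B*, with an adjusted p of 0.00013 from the edgeR test, and 0.41 for *lvrA* in *lvrB*, with an adjusted p of 0.031.

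In the *lvrB* mutant, whose transposon lies between both genes, *lvrB* fell to 21.6 ± 8.08 normalized CPM (SD, n = 2). The log2 fold change was -2.52 (standard error 0.35, adjusted p = 0.00029 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *lvrA* rose to 2227 ± 469 (SD, n = 2), a log2 fold change of 1.57 (standard error 0.19, adjusted p = 0.00013 from the same edgeR test). In each library, the count of *lvrB* divided by that of *lvrA* was 0.157 and 0.174 in WT, 0.0822 and 0.116 in *lvrA/B*, and 0.00622 and 0.0144 in *lvrB*. With the replicate number, as given in the paper and the labels, added as a replicate block, the log2 fold change of *lvrA* in *lvrA/B* was -0.30 (adjusted p = 0.036 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The kanamycin resistance gene of the transposon, *neo* (LMANv2_880003), had 0 counts in both WT libraries. It had 474 and 219 counts in *lvrB* I and II, and 318 and 567 in *lvrA/B* I and II.

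**Figure D2:**
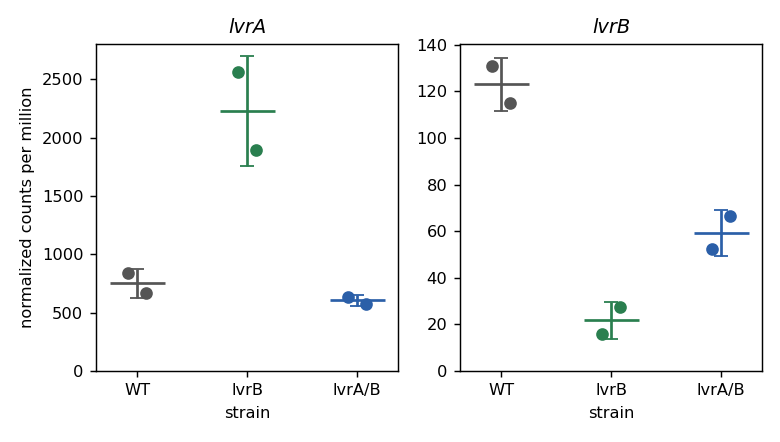
Normalized CPM (vertical axis) of *lvrA* and *lvrB* in each strain, with a point per library, a line at the mean and bars of 1 SD. *lvrA* was higher in the *lvrB* mutant (mean 2227) than in WT (749), and *lvrB* was lower in both mutants (59.3 in *lvrA/B* and 21.6 in *lvrB*) than in WT (123).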

Principal Component Analysis (PCA) showed no significant variations between replicates of these RNA seq data (Figure S1). 

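Principal components were computed from the log2 CPM of the 500 most variable genes. The first component held 48.9% of the variance and the second 19.7%. On the plane of these components, replicates I and II lay 0.991 units apart in WT, 18.9 in *lvrB* and 44.8 in *lvrA/B*. The regularized-logarithm transformation of DESeq2, which the paper used for its heat map, moved these values most. The first component then held 75.9% and the second 20.9%, and the replicates lay 0.537, 2.15 and 1.65 units apart in WT, *lvrB* and *lvrA/B*. Across genes, Pearson's r of the log2 CPM between replicates was 0.989 in WT, 0.911 in *lvrB* and 0.907 in *lvrA/B*, and Spearman's rho was 0.990, 0.971 and 0.969. Between WT and mutant libraries, Pearson's r lay between 0.790 and 0.801, and between *lvrB* and *lvrA/B* libraries between 0.871 and 0.883. These correlations are across genes, which are not independent replicates. By Pearson's r, every pair of replicates was closer than any pair of libraries of different strains. This did not hold on the plane of the components of log2 CPM, where *lvrA/B* II lay closer to both *lvrB* libraries than to *lvrA/B* I. On the plane of the regularized-logarithm components, every pair of replicates was again closer than any pair of libraries of different strains.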

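In the *lvrA/B* mutant, 656 genes were called differentially expressed against WT, of which 442 rose and 214 fell. In the *lvrB* mutant, 547 genes were called, of which 436 rose and 111 fell. The calls shared by both mutants in the same direction numbered 334, made up of 291 rises and 43 falls. A further 322 genes were called in *lvrA/B* alone and 213 in *lvrB* alone. As shares of the 4312 listed genes, these were 7.75%, 7.47% and 4.94%. 1 gene called in opposite directions in the mutants is counted among those of each mutant alone.

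A call in only 1 mutant does not by itself show that the mutants differ. Compared with each other, *lvrA/B* and *lvrB* differed in 122 genes at the same thresholds, 29 higher and 93 lower in *lvrA/B*. Of the 534 genes called in only 1 mutant, 275 (51.5%) differed between the mutants at an adjusted p-value under 0.05, and 506 (94.8%) had the same sign of change in the other mutant.

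The libraries of the strains share the replicate numbers I and II in the labels and in the paper. With this pairing as a replicate block, 654 genes were called in *lvrA/B* and 557 in *lvrB*, with 343 shared. The deviations of same-numbered libraries from their strain means correlated across genes at 0.0655 between WT and *lvrB*, 0.0898 between WT and *lvrA/B*, and 0.0766 between the mutants, so the numbers carried little pairing. The alternative that moved the counts most at these thresholds was scaling by total counts alone, without a factor for library composition. It called 1019 genes in *lvrA/B* and 1028 in *lvrB*, with 607 shared. DESeq2 with shrunken fold changes called 657 in *lvrA/B* and 557 in *lvrB*, with 329 shared.

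**Figure D3:**
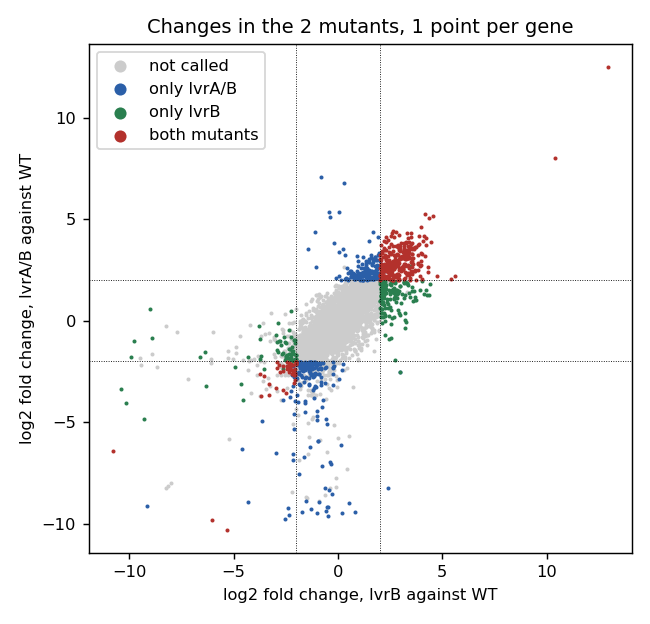
Log2 fold change of each tested gene against WT in *lvrB* (horizontal axis) and *lvrA/B* (vertical axis), with a point per gene coloured by where it was called and dotted lines at the fold threshold of 2 in each direction. Most calls lie in the upper right, where 291 genes rose in both mutants, and 43 genes fell in both.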

Differential gene expression analyses revealed significant changes in the transcription of 324 genes (~7.5% of the genome) in the *lvrA/B* mutant, 212 genes (~4.9%) in the *lvrB* mutant, and 314 genes (~7.2%) in the *lvrA/B* n *lvrB* set (Figure 3A). Remarkably, 540 genes were derepressed in both *lvr* mutant strains, in comparison to 310 downregulated genes. 

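Over both mutants, 587 genes were called as risen in at least 1 mutant and 282 as fallen in at least 1 mutant, with 1 gene in both sets. The largest log2 fold changes against WT, apart from *neo*, were those of LMANv2_880004 (8.03 in *lvrA/B* and 10.39 in *lvrB*), which had 0 counts in both WT libraries, so that their size rests on the prior count of the model. The identifier of LMANv2_880004 follows that of *neo* (LMANv2_880003) of the transposon. Like *neo*, it had counts in every mutant library (66 and 47 in *lvrB*, 20 and 18 in *lvrA/B*). Its rise was thus not shown to be a response to the loss of *lvr* genes. With shrunken fold changes of DESeq2, LMANv2_880004 was at 4.14 in *lvrA/B*, below LMANv2_320089 at 7.07. In edgeR the next was LMANv2_320089 in *lvrA/B*, which had 83.5 ± 7.94 normalized CPM (SD, n = 2) in WT and 11280 ± 660 (SD, n = 2) in *lvrA/B*. The log2 fold change of LMANv2_320089 was 7.08 (standard error 0.18, adjusted p = 8.5e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In *lvrB* the third largest rise was LMANv2_90192, with a log2 fold change of 5.62 (standard error 0.18, adjusted p = 2.9e-07 from the same edgeR test).

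The largest falls were in genes of low abundance. LMANv2_150105 had 437 and 180 counts in WT I and II and 0 counts in both *lvrA/B* libraries, and LMANv2_260052 had 742 and 199 counts in WT and 0 counts in both *lvrB* libraries. Their log2 fold changes of -10.30 and -10.76 rest on the prior count of the model, since the depth shows only that they were not detected. Of all falls, 31 had 0 counts in both libraries of the mutant. Genes that fell had a median of 41.3 normalized CPM in WT and genes that rose 80.3, against 73.9 over all tested genes.

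The balance of rises and falls depended on the normalization. With total counts as the only scaling, 231 genes were called as risen and 1209 as fallen. With DESeq2's size factors in edgeR, the numbers were 587 and 279.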

To validate these gene expression data, we performed quantitative RT-PCR (qRT-PCR) for 17 randomly selected genes from the panel of differentially expressed genes (log ≥ 2-fold; adjusted *p*-value ≤ 0.05). There was a strong agreement between our RNA-Seq and qRT-PCR datasets with a correlation coefficient (*R*^2^) of 0.9119 across the entire panel (Figure 3B).

**Figure 3:**
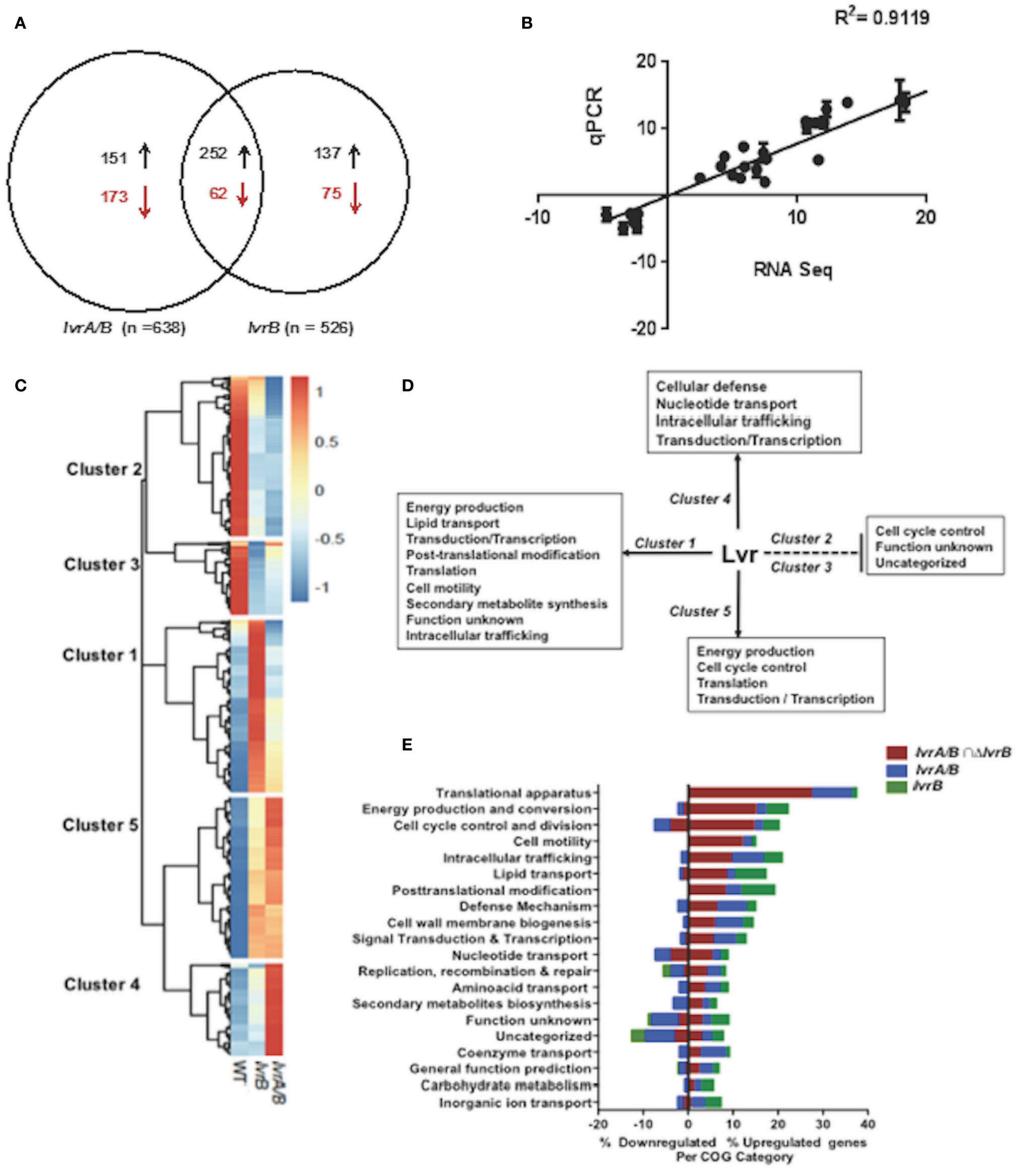
Global transcriptional changes in *lvr* mutants. **(A)** Venn diagram depicting the number of differentially expressed genes in *lvr* mutants, *lvrA/B* (M1529) and *lvrB* (M1419) with ± log 2-fold change cut-off and *P* ≤ 0.05. **(B)** Validation of RNA-Seq Analysis was performed by RT-qPCR and correlation coefficient has been indicated. **(C)** Heatmap depicting clusters of differentially expressed genes in *lvr* mutants when compared to *L. interrogans* Manilae L495 WT. Computationally we identified five arbitrary clusters that are marked in the heat map. **(D)** Lvr regulatory functions inferred from transcriptome analysis of *lvr* mutants, *lvrA/B* (M1529) and *lvrB* (M1419). Solid and dashed lines depict positive regulation and negative regulation, respectively. Inferences are based on relative abundance of COG categories (>5%) across each cluster. **(E)** Functional categorization of upregulated and downregulated genes in *lvr* mutants, *lvrA/B* (M1529) and *lvrB* (M1419) during late-log phase of growth at 30°C. Percent distribution is calculated for the total number of differentially expressed genes (according to the RNA-Seq analysis; log 2-fold change, *P* < 0.05) in each COG category.

We employed hierarchical clustering of *lvr* gene expression profiles to uncover biologically relevant expression signatures (Figure 3C). 

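Table S5 lists 835 genes, each with the cluster of the paper. The authors' label of 243 genes differed between sheets of that table, and the label used here is that of the sheets for genes shared by both mutants, then that of the sheets for single mutants. Clusters 1 and 2 then held 209 genes each, cluster 3 held 94, cluster 4 held 116 and cluster 5 held 207. Of the 868 genes called in either mutant from the deposited counts, 701 are listed in Table S5. Hierarchical clustering of these 868 genes, with the tree divided into 5, gave groups of 390, 215, 110, 88 and 65 genes.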

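In cluster 1, the log2 fold change against WT was above 0 for 194 of the 209 genes in *lvrA/B* and for all 209 in *lvrB*, with medians of 1.82 and 2.93. In cluster 4 it was above 0 for all 116 genes in *lvrA/B* and 106 in *lvrB*, with medians of 2.75 and 1.32. In cluster 5 it was above 0 for all 207 genes in both mutants, with medians of 2.79 and 2.53. In cluster 2 it was below 0 for all 209 genes in *lvrA/B* and 205 in *lvrB*, with medians of -2.67 and -1.56. In cluster 3 it was below 0 for 92 of the 94 genes in *lvrA/B* and all 94 in *lvrB*, with medians of -1.72 and -2.67. Transcripts of clusters 1, 4 and 5 were thus more abundant in the mutants, and those of clusters 2 and 3 less abundant. The authors formed these clusters from the same libraries, so the shared directions are no independent test. Scaled by total counts alone, 492 of the 532 genes of clusters 1, 4 and 5 were still above 0 in *lvrA/B* and 480 in *lvrB*. All 303 genes of clusters 2 and 3 were below 0 in both mutants under that scaling. In the clustering computed from the deposited counts, the groups of 390, 110 and 88 genes rose and those of 215 and 65 genes fell. Their median log2 fold changes in *lvrA/B* were 2.58, 2.49 and 1.03 for the groups that rose, and -2.58 and -1.66 for those that fell.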

The effect of *lvr* gene inactivation on transcript levels indicated a positive role for Lvr in clusters 1, 4, and 5, and a negative role in clusters 2 and 3 (Figure 3D). To evaluate the potential biological role of the differentially expressed genes we assessed the cluster of orthologous genes (COG) classification system (Figure 3E, Tables S5A–F). This analysis identified the distribution of differentially expressed genes in all 20 COG categories (Figure 3E, Table S6). 

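The COG categories of genes were taken from Table S5 and the number of genes per category in the genome from Table S6. Of the 159 genes of category J (translation), 55 were called as risen in both mutants, which is 34.6%. The odds ratio against the other genes was 8.77 (Fisher's exact test, two-sided p = 1.6e-26, Benjamini-Hochberg adjusted p = 3.4e-25 over 21 categories). Of the 138 genes of category C (energy production), 33 were called as risen in both, which is 23.9%, with an odds ratio of 4.77 (Fisher's exact test, two-sided p = 5e-11, adjusted p = 3.5e-10). None of the other 18 categories with a letter passed an adjusted p-value under 0.05, and genes without a category were called as risen in both less often (67 of 1835, or 3.65%). Genes of an operon are not independent, and categories are known here only for genes in Table S5, so these p-values describe the lists. The other genes include 12 genes called as risen in both that are outside Table S5. With these left out, a choice made after seeing the data, the odds ratios of J and C were 9.24 and 5.00. The 55 translation genes, among which Table S5 counts *neo* of the transposon, had log2 fold changes of at least 2.33 in *lvrA/B* and 2.08 in *lvrB*. The 33 energy production genes had medians of 2.82 and 2.89. The shares moved most with scaling by total counts alone, which left 16.4% of category J and 3.62% of category C called as risen in both, although all 33 genes, and all 55 of category J, stayed above 0 in both mutants.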

We observed a significantly increased expression of genes involved in translation (27.6%) and energy production (15.2%), which were distributed in clusters 1 and 5 (Figure 3D). Interestingly, disruption of the Lvr dyad affected 11 distinct operons (47 genes) corresponding to the protein translation machinery (Table S7). This pattern resembles the complex regulation pattern of a cyanobacterial global regulator, PipX, involving 16 genes linked to translation (Espinosa et al., 2014). 

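All 47 genes of Table S7 were more abundant in both mutants than in WT. The authors listed these genes as affected from the same libraries, so their shared direction is no independent test. In *lvrA/B* all 47 were called, with log2 fold changes from 2.33 to 4.41 and a median of 3.42. In *lvrB* 44 were called, with log2 fold changes from 1.48 to 4.21 and a median of 3.15. The largest rise in *lvrA/B* was that of *pnp* (LMANv2_320025, at 2643477 to 2645573 in Table S7), with 456 ± 46.2 normalized CPM in WT and 9718 ± 109 in *lvrA/B* (SD, n = 2 each). Its log2 fold change was 4.41 (standard error 0.18, adjusted p = 4.8e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In *lvrB* the largest was that of *tufB* (LMANv2_240172), at 4.21, and the smallest that of *rplA* (LMANv2_260005), at 1.48. Of the 47 genes, 25 lie together between 2143167 and 2158826, from *rplQ* to *tufB*, and 24 of these were called in both mutants. The exception was *infA* (LMANv2_240148), at 3.34 in *lvrA/B* and 1.96 in *lvrB*. No gene of Table S7 passed the fold threshold between the mutants. Scaled by total counts alone, all 47 genes stayed above 0 in both mutants, with log2 fold changes from 1.41 to 3.49 in *lvrA/B* and from 0.31 to 3.05 in *lvrB*, but only 21 passed the threshold in both.

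**Figure D4:**
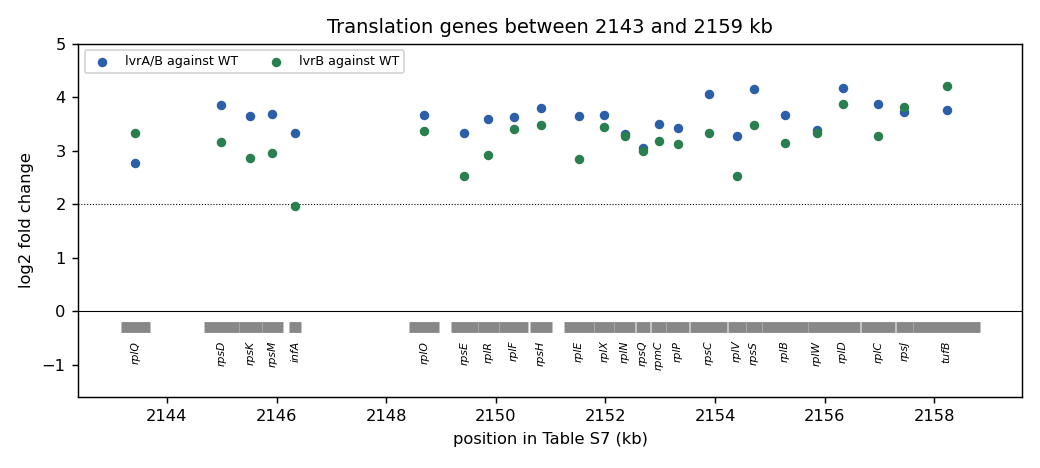
Log2 fold change against WT (vertical axis) of the 25 translation genes between 2143167 and 2158826 along their position in Table S7 (horizontal axis, kb), with a point per gene and mutant, gray bars for the extent of each gene and a dotted line at the fold threshold of 2. All points lie above the threshold except that of *infA* in *lvrB*, at 1.96. Under scaling by total counts alone all genes remained above 0.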

Additionally, there was an increased expression of genes belonging to signaling and regulation categories (transduction, transcription), primary metabolic processes (lipid transport, nucleotide transport) and metabolic adaptation (cell motility, post-translational modification, and defense mechanisms) in clusters 1, 4, and 5. 

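Among the signaling and regulation categories, 31 of the 240 genes of category T (signal transduction) were called as risen in at least 1 mutant, which is 12.9%, and 5 as fallen. For category K (transcription) these were 22 of 142 (15.5%) and 5. In lipid transport (I) 17 of 114 genes were called as risen (14.9%) and 2 as fallen, and in nucleotide transport (F) 5 of 55 (9.09%) and 1. In cell motility (N) 12 of 106 genes were called as risen (11.3%) and 2 as fallen. In post-translational modification (O) 24 of 118 genes were called as risen (20.3%) and 0 as fallen. In defense mechanisms (V) 5 of 46 genes were called as risen (10.9%) and 1 as fallen. Tested for rises in both mutants, none of these categories differed from the other genes (Fisher's exact test, Benjamini-Hochberg adjusted p of at least 0.31). Tested for rises in at least 1 mutant, a test added after seeing the data, the result for category O depended on how called genes of unknown category were treated. Categories are known here only for genes in Table S5, and 87 genes called as risen in at least 1 mutant are outside it. With these counted among the other genes, which lowers the odds ratios, O had an odds ratio of 1.64 (Fisher's exact test, two-sided p = 0.04, Benjamini-Hochberg adjusted p = 0.11). With these left out, which raises them, it was 1.95 (Fisher's exact test, two-sided p = 0.0084, Benjamini-Hochberg adjusted p = 0.044). The other 6 of these categories passed in neither version. Over all tested genes the numbers called were 587 as risen and 282 as fallen, and these numbers depend on the normalization.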

Genes of unknown function were distributed among all five clusters with relative abundance in downregulated clusters 2 (42.6%) and 3 (57.5%) (Figures 3D,E).

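The share of genes to which Table S5 gives no COG category was 71.3% in cluster 2 (149 of 209 genes) and 77.7% in cluster 3 (73 of 94). In the clusters that rose it was 38.8% in cluster 1 (81 of 209), 24.1% in cluster 4 (28 of 116) and 23.2% in cluster 5 (48 of 207). Genes of category S, for unknown function, numbered 12, 15, 2, 4 and 7 in clusters 1 to 5. These counts use the cluster labels of Table S5 and no fold change, so they do not depend on the normalization used here. Table S5 lists 379 of the 1835 genes without a category, of which 142 were called as risen in at least 1 mutant and 149 as fallen. Called genes outside that table are not in these numbers. The paper's shares of unknown-function genes in clusters 2 and 3 are lower than 71.3% and 77.7%, and the counts here did not reproduce them.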

Taken together, we discovered by global expression analysis that Lvr signaling system modifies the expression of ~15% chromosomal genes in *Leptospira* (Figure 3E). This global regulatory role is reminiscent of the *Streptococcus pyogenes* TCS CsrRS (CovRS), which influences the transcription of 15% of its chromosomal genes (Graham et al., 2002).

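At the thresholds of the paper, 868 of the 4312 listed genes were called in at least 1 mutant, which is 20.1%. The paper reports 850 such genes, close to the 868 here. The number of genes called thus does not explain why 20.1% exceeds the paper's share of about 15%. The adjusted p-value alone was under 0.05 for 2195 genes in *lvrA/B* and 1942 in *lvrB*. With the fold threshold lowered to 1 on the log2 scale, 2107 genes were called in either mutant. With the libraries thinned to the total of the smallest, 897 genes were called, an alternative chosen after seeing the data. The fold changes of the mutants correlated across genes at 0.773, and at 0.765 or 0.755 when each mutant was compared with a different WT library. Genes are not independent replicates, and the WT libraries differed in composition from all mutant libraries. From its transcriptome data, the paper concludes that the Lvr system modifies the expression of about 15% (the paper's value) of the chromosomal genes. The paper calls this a global regulatory role and likens it to that of the CsrRS two-component system of *Streptococcus pyogenes*.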

### LvrAB governs virulence in *Leptospira*

Virulence attenuation of *lvr* mutants allowed us to hypothesize that the Lvr system regulates virulence genes in *Leptospira*. *In vivo* assessment of *lvr* gene expression indicated that both *lvrA* and *lvrB* genes were upregulated (9-fold and 12-fold, respectively) in hamster blood, 3 days post-infection via intraperitoneal route with a lethal dose of *Leptospira* WT (Figure 4A). This data is consistent with the direct role of the Lvr system in the infectious process of *Leptospira*.

**Figure 4:**
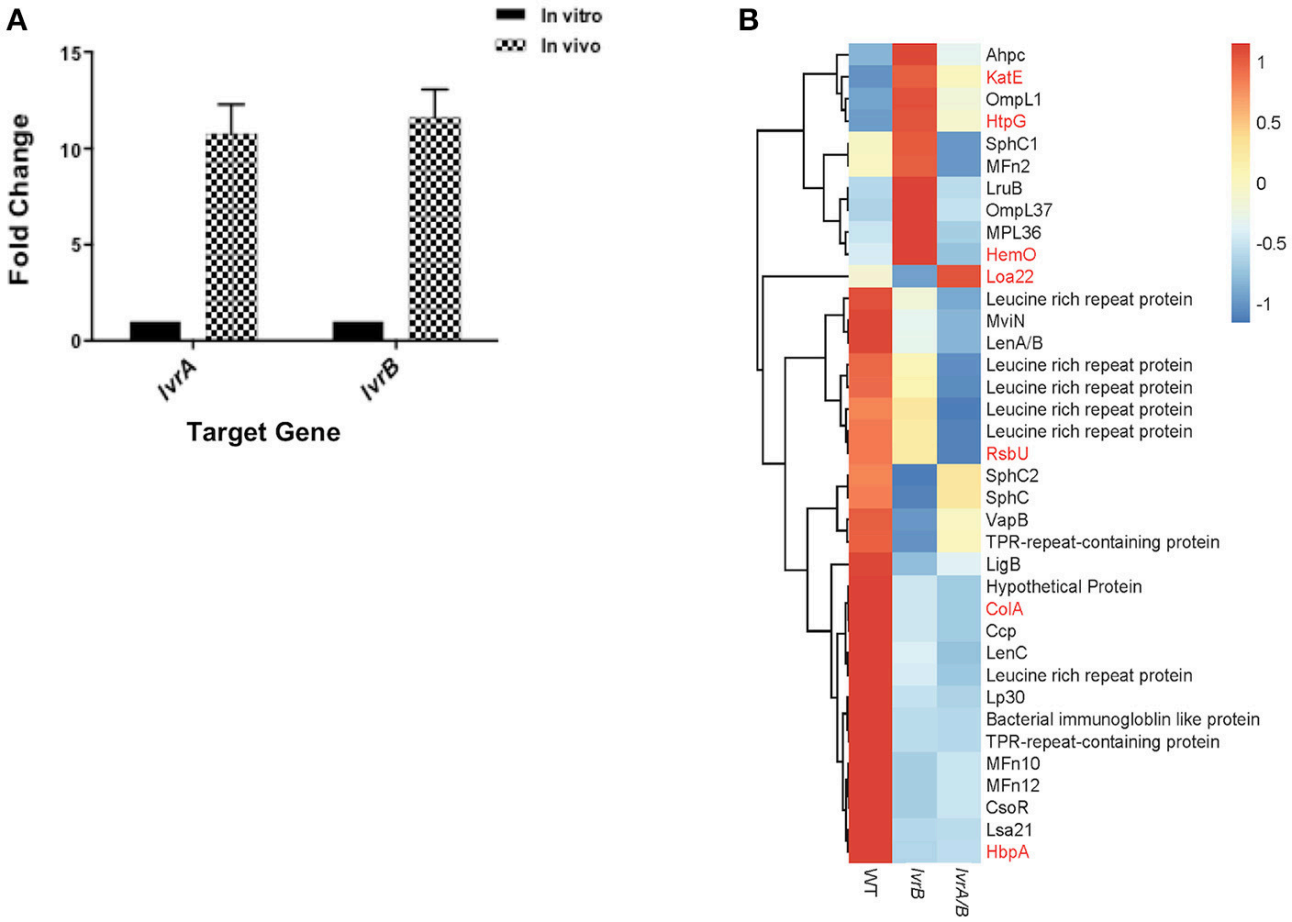
Lvr dyad governs leptospiral virulence. **(A)** *In vivo* expression of *lvr* genes determined by RT-qPCR. Relative expression of the target *lvr* genes was studied by quantifying transcripts in sample collected from blood of hamsters (*n* = 2) at 3 days post-infection intraperitoneally with *L. interrogans* serovar Manilae WT at a dose of 10^8^ *leptospires*. Transcripts of *in vitro* cultures were obtained from a late-log phase culture of *L. interrogans* serovar Manilae WT incubated in EMJH at 30°C. *In vivo* results represent the expression levels of *lvr* genes in comparison to *in vitro* conditions and normalized to *flaB* gene expression. Results are the average of two independent assays and the error bars indicate ±1 SD. **(B)** Categorization of differentially expressed virulence-related genes (*P* < 0.05) in *lvrA/B* (M1529) and *lvrB* (M1419) mutants into genetically characterized (red) genes and putative (black) genes.

Furthermore, in our global expression analyses proven and putative virulence genes were differentially regulated in *lvr* mutants. 

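Of the virulence-related genes of Fig. 4B, 11 could be paired with identifiers through the names or products in Table S5. These were *ahpC*, *htpG*, *csoR*, 6 genes of leucine rich repeat proteins and 2 of tetratricopeptide repeat proteins. The repeat genes were paired by product, since the figure gives them no identifiers. 5 of the 11 fell at an adjusted p-value under 0.05 in *lvrA/B*, and 1 in *lvrB*. Under total-count scaling, 5 fell in *lvrB*. *ahpC* (LMANv2_580002) rose in both mutants under every normalization tried, with 6307 and 1722 counts in WT I and II, 3676 and 3793 in *lvrA/B*, and 9285 and 4373 in *lvrB*. Its log2 fold changes were 1.77 (adjusted p = 3.4e-05) in *lvrA/B* and 3.37 (adjusted p = 1.3e-06) in *lvrB* from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *htpG* (LMANv2_90145) also rose under each of them, with log2 fold changes of 1.54 (adjusted p = 5.2e-05) in *lvrA/B* and 2.46 (adjusted p = 3.6e-06) in *lvrB* from the same edgeR test. The other genes named in the figure are not analysed here.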

*Leptospira* genes encoding for characterized virulence factors such as collagenase (*colA*), serine phosphatase (*rsbU*) and *h*emin-*b*inding *p*rotein A (*hbpA*) (Asuthkar et al., 2007; Eshghi et al., 2014; Kassegne et al., 2014), were repressed in the *lvr* mutants compared to the wild type strain (Figure 4B). Genes encoding for extracellular matrix proteins with a proposed role in pathogen-host interactions (*ompL1, mfn2, lruB, mpl36, lenA/B, lenC, lp30, mfn10, mfn12, lsa21*; Pinne et al., 2012; Vieira et al., 2014) and for those implicated in host adaptation (*sphC, sphC1, sphC2, mviN*; Caimano et al., 2014) were repressed in *lvr* mutants (Figure 4B). 

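All 6 leucine rich repeat genes had log2 fold changes below 0 in both mutants, from -5.10 to -1.12 in *lvrA/B* and from -1.54 to -0.42 in *lvrB*. In *lvrA/B*, 3 of them passed the threshold. The 6 genes were taken from Table S5, where the authors list them as lowered in *lvrA/B* from the same libraries. Their fall in *lvrA/B* was thus set by this choice, and leucine rich repeat genes outside Table S5 were not examined. LMANv2_110002 had 752 and 278 counts in WT I and II, and 2 and 7 in *lvrA/B* I and II. Its log2 fold change was -5.10 (standard error 0.96, adjusted p = 0.0018 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). LMANv2_120023 followed at -4.24 (standard error 1.05, adjusted p = 0.0082) and LMANv2_730007 at -3.08 (standard error 0.72, adjusted p = 0.0062) in the same edgeR test. In *lvrB* none of the 6 passed an adjusted p-value under 0.05, at counts from 0 to 148 per library, whereas 3 passed it under total-count scaling. Reads shared by similar repeat genes were not examined, so the values of single repeat genes are uncertain. The tetratricopeptide repeat gene LMANv2_80090 had a log2 fold change of -2.39 in *lvrA/B* (standard error 0.54, adjusted p = 0.0050) and -0.96 in *lvrB* (standard error 0.52, adjusted p = 0.16) in the same edgeR test. LMANv2_740018, another such gene, had 1 and 107 counts in *lvrA/B* I and II, and its log2 fold change of -0.78 had a standard error of 1.72. In *lvrB* LMANv2_740018 had 14 and 0 counts and a log2 fold change of -3.08 (standard error 1.90, adjusted p = 0.22 from the edgeR test). *csoR* (LMANv2_70074) had 35.0 ± 1.12 normalized CPM in WT, 6.98 ± 4.43 in *lvrA/B* and 4.51 ± 3.27 in *lvrB* (SD, n = 2 each). Its log2 fold changes were -2.32 (adjusted p = 0.035) in *lvrA/B* and -2.92 (adjusted p = 0.017) in *lvrB* from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With at least 10 counts required in every library, which left *csoR* out, no gene of the figure fell in *lvrB* at an adjusted p-value under 0.05. All 6 leucine rich repeat genes stayed below 0 in both mutants when scaled by total counts alone. With each library left out in turn, all 6 stayed below 0 in *lvrA/B*. In *lvrB*, LMANv2_110001 then ranged from -9.49 to 0.62 and LMANv2_120023 from -2.60 to 0.006, while the other leucine rich repeat genes stayed below 0.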

Putative virulence-related genes were also found to be repressed particularly those encoding leucine rich repeats (*lrr*) (Miras et al., 2015), tetratricopeptide repeats (*tpr*) (Cerveny et al., 2013), bacterial immunoglobulin (*mviN*) (Caimano et al., 2014), and copper homeostasis protein (*csoR*) (Liu et al., 2007) (Figure 4B). Taken together, these results indicate that the Lvr system has a major role in mediating virulence regulation through a complex network of genes that ultimately affect the pathogenic potential of *Leptospira*.

### Lvr regulates cell motility

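Of the 106 genes of COG category N (cell motility) in the genome, 11 were called as risen in *lvrA/B* (10.4%) and 10 in *lvrB* (9.43%), with 9 called in both. Table S5 lists 18 genes of this category, which the authors called from the same libraries. Of these, 15 had log2 fold changes above 0 at an adjusted p-value under 0.05 in each mutant, and 3 below 0. The category as a whole was not called as risen in both mutants more often than other genes (odds ratio 1.29, Fisher's exact test, two-sided p = 0.43, Benjamini-Hochberg adjusted p = 0.57). The other genes include 12 called genes outside Table S5, whose categories are not known here, and with these left out, a choice made after seeing the data, the odds ratio was 1.35 (Fisher's exact test, two-sided p = 0.42). The counts depended on the normalization. Under total-count scaling, 1 gene passed the threshold in *lvrA/B* and 5 in *lvrB*, while 14 of the 15 genes stayed above 0 in *lvrA/B* and all 15 in *lvrB*.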

Interestingly, there was an increased expression of cell motility related genes in both *lvrA/B* (10.37%) and *lvrB* (12.26%) mutants. These genes include those with predicted roles in chemotaxis, as well as flagellar apparatus-related transcripts (Figure 5A). 

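Among the flagellar genes, 3 genes of the filament core protein *flaB* rose in both mutants. LMANv2_290016 had 1263 ± 117 normalized CPM in WT, 5262 ± 28.2 in *lvrA/B* and 20764 ± 3499 in *lvrB* (SD, n = 2 each). Its log2 fold changes were 2.06 (standard error 0.16, adjusted p = 8.4e-06) in *lvrA/B* and 4.04 (standard error 0.18, adjusted p = 5e-07) in *lvrB* from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The log2 fold changes of LMANv2_290015 were 2.65 and 4.31, and those of LMANv2_590023 were 2.69 and 3.91. Reads shared by these *flaB* genes were not examined. The hook gene *flgE* (LMANv2_410005) had log2 fold changes of 2.37 in *lvrA/B* and 3.51 in *lvrB*, and *fliE* (LMANv2_60077) of 2.03 and 2.64. The *flaB* genes and *flgE* were lower in *lvrA/B* than in *lvrB* in the direct comparison, with log2 differences from -1.98 to -1.14. Among the listed genes with chemotaxis products, a chemotaxis protein (LMANv2_500074) had log2 fold changes of 2.82 in *lvrA/B* and 1.65 in *lvrB*. A fragment of a methyl-accepting chemotaxis protein (LMANv2_40032) had 0.55 and 1.96. A CheC-like protein (LMANv2_440023) had 2.43 and 2.46. Among the 15 genes of category N that Table S5 lists as risen, LMANv2_40032 was with total counts as the only scaling the 1 gene whose change in *lvrA/B* was below 0, at -0.37.

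**Figure D5:**
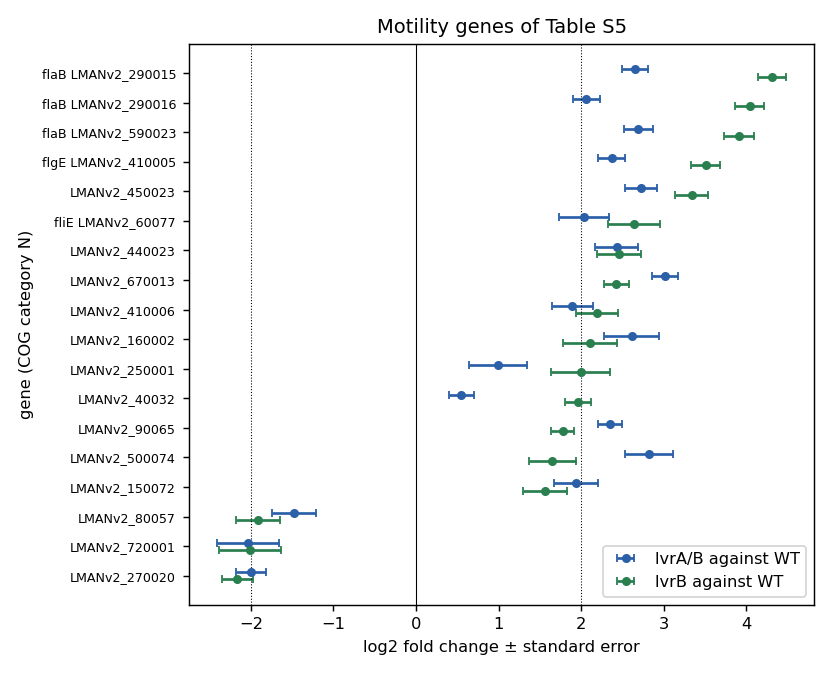
Log2 fold change against WT (horizontal axis, points with bars of 1 standard error) of the 18 genes of COG category N listed in Table S5 (vertical axis) in *lvrA/B* and *lvrB*, with dotted lines at the fold threshold of 2 in each direction. The *flaB* and *flgE* genes rose by 2.06 to 2.69 in *lvrA/B* and by 3.51 to 4.31 in *lvrB*, and 3 genes fell in both mutants. Under scaling by total counts alone, LMANv2_40032 fell below 0 in *lvrA/B*.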

Upon testing of the motility pattern in semisolid media, the *lvrA/B* mutant exhibited an increased spreading phenotype (32.5 mm ± 1) compared to the wild-type strain (20.5 mm ± 1). However, the motility pattern exhibited by the *lvrB* mutant (21 mm ± 0.77) resembled that of the wild-type *Leptospira* (Figures 5B,C). That the *lvrA/B* mutant displayed a distinct phenotype, and not the *lvrB* mutant, supports the most likely hypothesis that LvrA can operate independent of LvrB.

**Figure 5:**
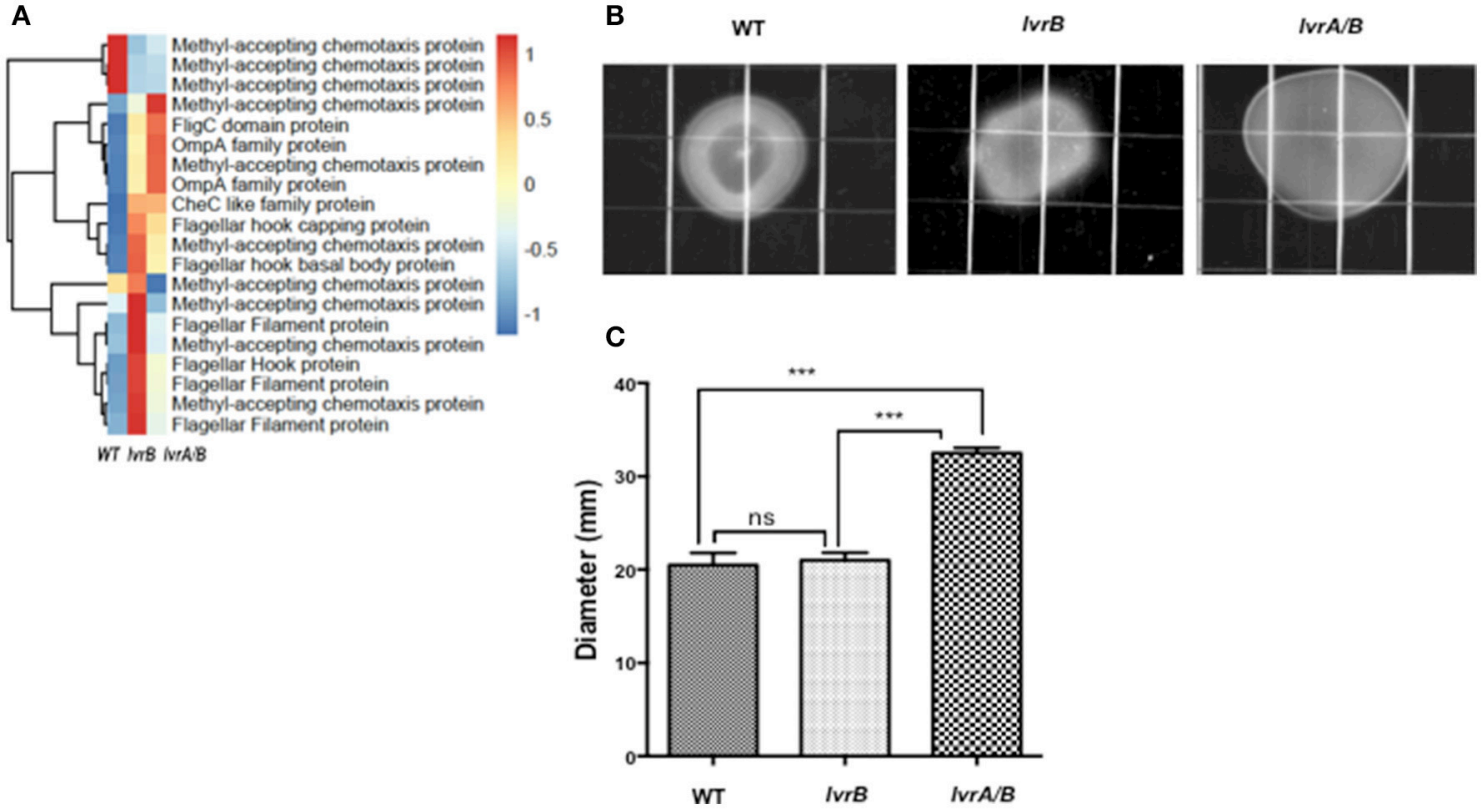
Lvr dyad regulates motility of *Leptospira* spp. **(A)** Hierarchical clustering heatmap representing the normalized expression levels of indicated motility genes in *Leptospira* Manilae L495 wild type, *lvrA/B* (M1529) and *lvrB* (M1419) mutants. **(B)** EMJH plates (0.5% agar) inoculated with 10^5^ cells of *Leptospira interrogans* Manilae L495 wild type strain or *lvrA/B* (M1529) and *lvrB* (M1419) mutants. Plates were incubated at 30°C and colony diameter was measured on 14th day. A representative plate from one of the three experiments is shown. Images were captured by Chemidoc XRS system (BioRad) **(C)** Graphical representation of colony diameter for *Leptospira interrogans* Manilae L495 wild type, *lvrA/B* (M1529) and *lvrB* (M1419) mutants measured after 17 days of incubation on 0.5% semisolid media. Points are plotted at the mean of three biological replicates and error bars indicate ±1 SD. ^***^P ≤ 0.001; ns, not significant.

Taken together, the Lvr signaling system seems important to reprogram leptospiral motility. However, the regulation of motility by Lvr is intriguing and warrants further investigation because of the complexity of the flagellar apparatus in *Leptospira* and the lack of understanding of its molecular mechanisms (Wunder et al., 2016).

### Evolution of the LvrA/B system

The genomic region comprising the *lvrA* and *lvrB* genes was found only in pathogenic *Leptospira* species, suggesting that these genes could have been acquired through lateral gene transfer. To test this hypothesis, phylogenetic analyses were performed on an alignment of *lvr* gene orthologs in pathogenic *Leptospira* species (with >80% identity), also including putative hybrid HK/hybrid RR hits in intermediate species (with ~50% identity) and saprophytic species (with <30% identity). PanOCT ortholog clustering identified the hits from intermediate *Leptospira* species as divergent paralogs with a different gene neighborhood than in pathogens (Fouts et al., 2016). Our search for *lvr* orthologs in non-*Leptospira* genomes revealed closest hits (with ~40% identity) in gram-positive *Mycobacterium* spp., beta proteobacteria *Dechlorosoma* spp., and gamma proteobacteria *Legionella* spp., suggesting that these genes are of ancient origin. We identified six *lvr* orthologs in *Legionella* (with 40% identity and these orthologs clustered with *lvrA* of *Leptospira* (Figure 6). *Lvr* and its gene family are absent from other spirochetes such as *Treponema* and *Borrelia*. These results are consistent with the notion that *Leptospira* acquired a progenitor of *lvr* through lateral gene transfer.

**Figure 6:**
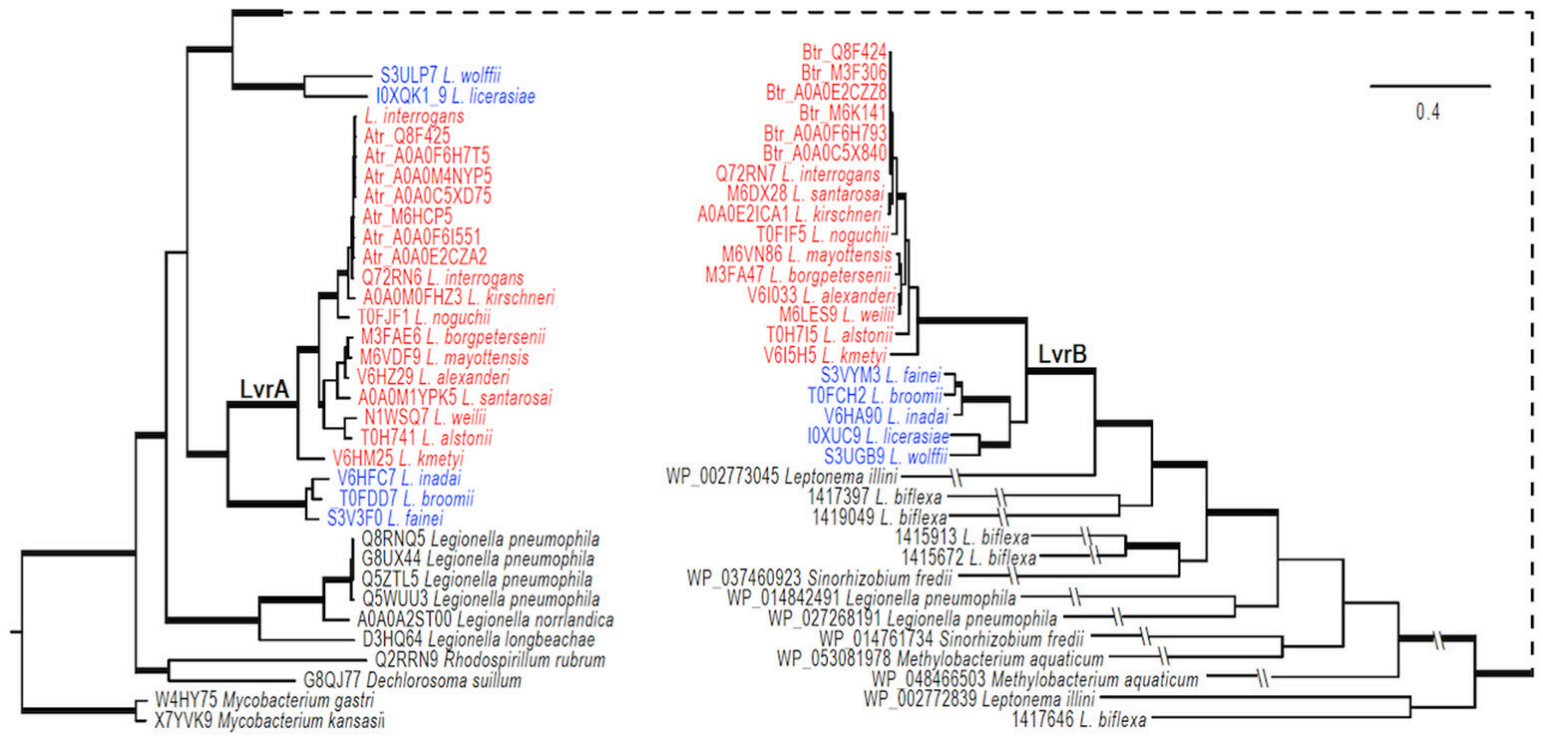
Evolution of LvrA and LvrB. Phylogenetic relationships of *lvr* genes in pathogenic *Leptospira* (indicated in red) with intermediate *Leptospira* (indicated in blue) and related two-component systems in sampled bacteria were inferred from an amino acid alignment using Bayesian approaches with models averaged parameter sets of rate matrix. The trees were rooted with sequences from two *Mycobacterium* species. The majority-rule consensus of 8001 MCMCMC-sampled trees with averaged branch length is present, and branches with strong support (BPP > 0.98) are in boldface. Bar indicates the substitutions per amino acid site. The tree is broken at a node for a better presentation, and a dashed line is used to link the node. Exceedingly long branches are foreshortened, as indicated with the symbol -//-.

Our phylogenetic analyses indicated that genes specifying the Lvr signaling system experienced at least one gene duplication event after the acquisition of the progenitor *lvr* genes (Figure 6). This is because distinct clades were observed for intermediate vs. pathogenic *Leptospira* species. Furthermore, PanOCT ortholog clustering of paralogs from intermediate species suggests lineage-specific duplication (Figure 6). For instance, search for a PAS domain-encoding *lvrA* did not yield any hits in the saprophytic species *L. biflexa*, suggesting a specialized role for this domain in expanding the signaling capabilities of pathogenic *Leptospira*. Likewise, putative RRs identified from saprophytic *Leptospira* species showed a distant evolutionary origin with *lvrB* orthologs of intermediate species, but not with pathogenic *Leptospira*. This study supported the proposition that duplicated genes relevant to virulence would become fixed in pathogenic lineages, while they could be lost in saprophytic lineages (Powell et al., 2008). Therefore, Lvr proteins constituting regulatory networks in pathogenic *Leptospira* spp. most likely provides a selective advantage related to their infectious ability and lifestyle diversity.

### Conceptual model for Lvr regulatory system

Activation of the Lvr TCS might depend upon signal sensing by the single sensory PAS domain found in LvrA protein (Figure 7). The fact that *lvr* genes are induced *in vivo* after host infection (Figure 4A), strongly suggests that a specific input signal(s), yet to be determined, is present within the host environment. In cytoplasmic HKs, PAS domains may mediate protein-protein interactions, or could be involved in binding co-factors through which sensing of oxygen, light or yet cellular redox state have been demonstrated (Henry and Crosson, 2011). Distortions in the PAS central β-sheet due to ligand binding can cause quaternary changes, which are transmitted along the HK dimer interface toward the kinase transmitter domain and eventually modulate the output HK activity (Cheung and Hendrickson, 2010). In a signal-dependent way, the PAS domain of LvrA likely modulates the autokinase activity of its first HK module, according to a scenario found in canonical PAS-containing HKs (Cheung and Hendrickson, 2010). To date, only few cytosolic (soluble) HKs have been reported including the NtrBC protein in enteric bacteria, KinA in *Bacillus subtilis*, HoxJA in *Ralstonia eutropha*, TodS in *P. putida* and ThkA in *T. maritima*. PAS domains of these HKs sense environmental stimuli were found to have direct access to the cell by diffusion or transmission (Reitzer, 1996; Lenz and Friedrich, 1998; Phillips and Strauch, 2002; Busch et al., 2007; Gao and Stock, 2009; Yamada et al., 2009). In pathogenic bacteria, the only examples include DosS and DosT in *M. tuberculosis*; each of these harbors PAS domains that respond to low O_2_ (Kumar et al., 2007). Alternatively, small molecules such as acetyl phosphate might function *in vivo* as a signal under certain metabolic conditions, by donating its phosphoryl group to certain response regulators independent of HK (Wolfe, 2010). Given the cytosolic location of the Lvr system, molecules like acetyl phosphate could serve as a potential signal, directly activating LvrB protein devoid of a PAS domain but with an N-terminal REC domain (Figure 7).

**Figure 7:**
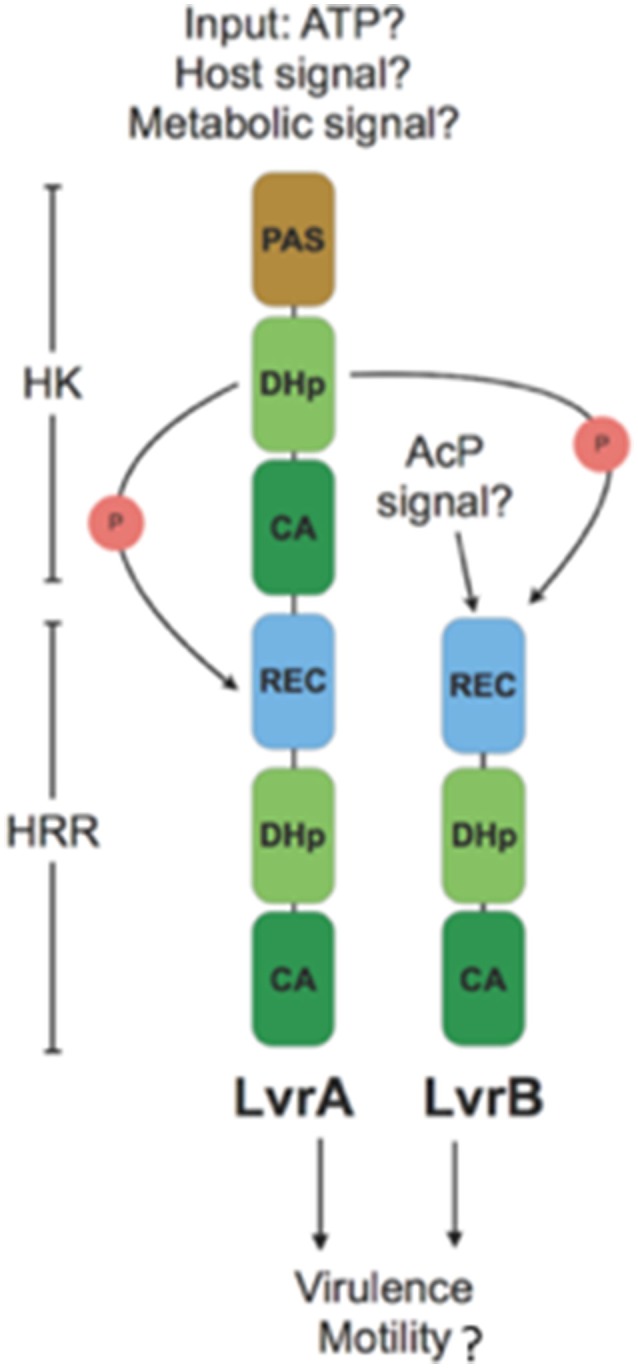
Model for branched signaling pathway of Lvr hybrid two-component system: An unknown input signal modulates the autokinase activity of N-terminal HK module in LvrA. Upon switching to a kinase-on state, there would be phosphotransfer to its downstream HRR module, as well as to LvrB in a branched pathway. Alternatively, LvrB can be activated by a small molecule signal such as AcP (Acetyl Phosphate). After phosphotransfer events, Lvr proteins influence the expression of virulence and motility genes either by activation of putative downstream RRs or by protein-protein interactions.

LvrA autophosphorylates on His218, and preferentially transfers the phosphate group to its own conserved aspartate downstream (Asp524). Alternatively, LvrA can also phosphotransfer to Asp56 on LvrB as well (Figure 7). This activation mode of LvrB, lacking a sensor domain of its own, is comparable to *Sphingomonas melonis* PakF, which is phosphorylated by the HK KipF during stress response (Kaczmarczyk et al., 2015). Phosphotransfer to reactive aspartate residues within the HRR regions of both LvrA and LvrB, likely controls the kinase activities of their effector HK domains and in fine modulating downstream RRs. Given the global transcriptional regulation effect found in *lvr* mutant strains (Figure 3A), we posit that RRs with direct transcriptional regulation capacity are likely to work downstream of Lvr. This is also supported by the fact that both LvrA and LvrB lack DNA-binding effector domains within their HRR modules.

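The transcripts of the 8 response regulators of Table S8 were measured in all libraries. PhoP (LMANv2_330031) had 53.6 ± 3.29 normalized CPM in WT, 766 ± 82.1 in *lvrA/B* and 48.2 ± 15.4 in *lvrB* (SD, n = 2 each). Its log2 fold change was 3.84 (standard error 0.24, adjusted p = 2e-06) in *lvrA/B* and -0.17 (standard error 0.23, adjusted p = 0.58) in *lvrB*, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. CreB (LMANv2_290023) fell in *lvrA/B*, with a log2 fold change of -2.31 (standard error 0.48, adjusted p = 0.0035 from the same edgeR test). In *lvrB* its change was -0.83 (adjusted p = 0.18 from the edgeR test). In 2 alternatives CreB in *lvrB* passed an adjusted p-value under 0.05 but not the fold threshold. It was at -0.87 in the fit of only the 2 strains (adjusted p = 0.024 from the edgeR test). With total counts as the only scaling it was at -1.97 (adjusted p = 0.01 from the edgeR test). LMANv2_90069 rose in both mutants, with log2 fold changes of 1.95 (adjusted p = 1.2e-05) and 1.97 (adjusted p = 1.3e-05) in the edgeR test. LMANv2_90110 had a log2 fold change of 0.72 in *lvrA/B* (adjusted p = 0.029 from the edgeR test), which turned to -0.20 when scaled by total counts alone. With at least 10 counts in every library it was 0.58 (adjusted p = 0.054 from the edgeR test). In *lvrB*, LMANv2_90110 was at -0.20 (adjusted p = 0.52 from the edgeR test). Scaled by total counts alone, it was at -1.35 there (adjusted p = 0.0021 from the edgeR test). KdpE, NtrX, LMANv2_240098 and LMANv2_700001 did not pass an adjusted p-value under 0.05 in either mutant, with log2 fold changes from -0.65 to -0.03. With total counts as the only scaling, the log2 fold changes of these 4 genes lay between -1.79 and -0.96, and all but that of LMANv2_240098 in *lvrA/B* passed an adjusted p-value under 0.05 in the edgeR test. Under the same scaling, PhoP in *lvrB* was at -1.31 (adjusted p = 0.0025 from the edgeR test).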

We identified eight putative RRs harboring DNA-binding effector domains in the *L. interrogans* genome (Table S8). All of these are located in the genome adjacent to an HK gene, hence likely functioning as cognate partners in TCSs. Lvr signaling system is thus expected to interact with one or more of these TCSs, giving rise to an inherently branched pathway, ultimately interfering with those TCSs that control DNA transcription via a more complex network of phosphotransfer events. The fact that LvrA and LvrB are unusually abundant proteins, compared to the typical concentration ranges found for signaling components in the cell (Malmström et al., 2009), and that they are overexpressed during infection (Figure 4A), is consistent with their potential ability to cross-talk. This cross-talk could be achieved by overcoming specific paired interactions among cognate HKs and RRs, ultimately subverting the activation of one or more DNA-binding RRs.

Examples of branched signaling in bacteria have been described in a number of different pathways, including some mediated by HRRs (Garzon and Parkinson, 1996; Kaczmarczyk et al., 2015). The topology of branching in the case of Lvr is expected to correspond to a divergent cascade, with signal triggered information flow going from LvrA to LvrB to downstream effector partners or it could be directly from LvrA to other effectors. Moreover, we cannot exclude the possibility that LvrB could also be activated by alternative upstream kinases other than LvrA itself. This divergent and branched signaling flow is anticipated to allow for a particularly diverse set of adaptive responses that *Leptospira* mounts, fine-tuned to the extremely varied range of growth niches in which these spirochetes are able to live in (Figure 7). 

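COG categories K (transcription) and T (signal transduction) have 382 entries in the genome, where a gene with both letters counts in each. Of these, 53 were called as risen in at least 1 mutant, which is 13.9%, and 10 as fallen. In *lvrA/B*, 49 entries were called as risen and 8 as fallen, and in *lvrB* 34 and 5. Called as risen in both mutants were 30 (7.85%). Tested by category, this was not more often than for other genes in K (odds ratio 1.05, Fisher's exact test, two-sided p = 0.86) or in T (odds ratio 1.27, Fisher's exact test, two-sided p = 0.29). With called genes outside Table S5, whose categories are not known here, left out of the other genes, a choice made after seeing the data, the odds ratios were 1.09 and 1.33. With total counts as the only scaling, 7.07% of the entries were called as risen in at least 1 mutant.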

In our transcriptome analysis of *lvr* mutants, we observed differentially expressed genes (13%) belonging to transcriptional and signal transduction categories (Figure S2). A rich regulatory network can thus be envisaged, similar to the one controlled by the BvgA/BvgS TCS of *Bordetella pertussis*, where a multistep His-Asp-His phosphorelay occurs between different kinase domains prior to phosphorylation of the BvgA response regulator (Uhl and Miller, 1996). Therefore we cannot exclude the possibility that LvrAB directly interact with DNA-binding proteins, thus exerting the global regulatory effect (Gao et al., 2007). Further studies should be conducted to determine if the transcriptional differences observed between the WT and *lvr* mutant strains are due to interaction of LvrA/B proteins with collateral regulatory networks.

In summary, the identification of Lvr, a TCS that controls virulence and motility in pathogenic *Leptospira* unveiled the existence of a complex signaling network in this genus. To the best of our knowledge, this is the first report of a virulence-associated two-component system in this important zoonotic pathogen. The evidence of global transcriptional regulation by Lvr presented in this study allows us to speculate its role in dynamic modulation of metabolic activities and expression of virulence determinants. These new findings related to Lvr will provide us with a defined framework to identify “classical” pathogenic factors (e.g. toxins, adhesins, secretion apparatuses, etc.) under its coordinated regulation through which *Leptospira* can reprogram and adapt to the host.

## Author contributions

HA, EW, AM, EG, AB, and AK: Conceived and designed the experiments; HA, EW, AM, and VB: Performed the experiments; Data Analysis and Interpretation: HA, EW, AM, SM, ZW, LS, PD, FL, JT, EG, AB, and AK; PD, GM, BA, FL, JT, MP, AB, and AK: Contributed reagents, materials, analysis tools; HA: Drafted the manuscript; EW, AM, SM, ZW, LS, PD, GM, BA, FL, JT, EG, MP, AB, and AK: Revised the paper.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Lvr, a Signaling System That Controls Global Gene Regulation and Virulence in Pathogenic Leptospira
**Source:** Front Cell Infect Microbiol. 2018 Feb 23;8:45. doi: 10.3389/fcimb.2018.00045
**Supplement:** Supplementary file 1

**Table S1: Bacterial Strains**

| **Strain** | **Description1** | **Source** |
| --- | --- | --- |
| *Leptospira interrogans* serovar Manilae strain L495 | Wild type strain (WT) |  |
| *lvrA/B* (M1529) | Transposon insertion in *lic11709* (LMANv2_670019: Hybrid HK protein) | This study |
| *lvrA/B* II (M1529 II) | Transposon insertion in *lic11709* (LMANv2_670019: Hybrid HK protein) | This study |
| *lvrB* (M1419) | Transposon insertion in intergenic region between *lic11708* and *lic11709* (LMANv2_670019: Hybrid HK protein  LMANv2_670020: Hybrid RR protein) | This study |
| *lic13192* (M480) | Transposon insertion in *lic13192* (LMANv2_690010: Hybrid HK/RR protein) | This study |
| *lic13087* (M854) | Transposon insertion in *lic13087* (LMANv2_700002: HK protein) | This study |

1Gene ID’s corresponding to both *L. interrogans* *serovar Copenhageni* Fiocruz L1-130 and *L. interrogans serovar Manilae* are indicated

Abbreviations, HK: Histidine Kinase; RR: Response Regulator

# Supplementary material for: Lvr, a Signaling System That Controls Global Gene Regulation and Virulence in Pathogenic Leptospira
**Source:** Front Cell Infect Microbiol. 2018 Feb 23;8:45. doi: 10.3389/fcimb.2018.00045
**Supplement:** Supplementary file 3

**Table S3: Summary of *in vivo* experiments via conjunctival route in hamster model of infection.**

| **Strain** | **Expt. No. *(na)*** | **Conjunctival Dose** | **% Mortality** | **p-Value (Fisher Test)** | **Days for death** | **p-Value (Mantel-Cox)** |
| --- | --- | --- | --- | --- | --- | --- |
| WT | 1 (8) | 10 8 | 100 | - | 8,9,9,9,9,9,9,9 | - |
| 2 (6) | 10 7 | 100 | - | 7,8,8,9,12,12 | - |
| 3 (8) | 10 7 | 100 | - | 8,9,9,10,10,10,10,11 | - |
| 4 (8) | 10 7 | 100 | - | 8,8,8,9,9,10,10,10 | - |
| 5 (10) | 10 7 | 100 | - | 8,8,9,9,10,10,10,10,11,13 | - |
| 6 (6) | 5 x 106 | 83 | - | 9,9,16,17,18 | - |
| *lvrA/B* | 1 (8) | 10 8 | 50 | 0.0769 | 10,10,10,11 | 0.0001 |
| 2 (6) | 10 7 | 33 | 0.030 | 9,9 | 0.0189 |
| 3 (8) | 10 7 | 0 | 0.0002 | - | 0.0001 |
| 4 (8) | 10 7 | 38 | 0.012 | 10,10,11 | 0.0008 |
| 6 (6) | 5 x 106 | 0 | 0.007 | - | 0.004 |
| *lvrB* | 1 (8) | 10 8 | 0 | 0.0002 | - | 0.0001 |
| 2 (6) | 10 7 | 0 | 0.002 | - | 0.0007 |
| 3 (8) | 10 7 | 13 | 0.001 | 13 | 0.0001 |
| 4 (8) | 10 7 | 38 | 0.012 | 10,10,11 | 0.0008 |
| 6 (6) | 5 x 106 | 0 | 0.007 | - | 0.004 |
| *lvrA/B II* | 4 (8) | 10 7 | 50 | 0.038 | 9,9,9,12 | 0.013 |
| 5 (10) | 10 7 | 10 | 0.0001 | 14 | 0.0001 |
| *lic13192* | 2 (6) | 10 7 | 67 | 0.45 | 7,8,8,9 | 0.46 |
| 6 (6) | 5 x 106 | 67 | 0.5 | 8,8,15,16 | 0.96 |
| *lic13087* | 2 (6) | 10 7 | 83 | 1 | 7,8,8,8,9 | 0.74 |

a n represents number of hamsters employed in that particular experiment.

# Supplementary material for: Lvr, a Signaling System That Controls Global Gene Regulation and Virulence in Pathogenic Leptospira
**Source:** Front Cell Infect Microbiol. 2018 Feb 23;8:45. doi: 10.3389/fcimb.2018.00045
**Supplement:** Supplementary file 4

**Table: S4 Model of dose-response relationship for conjunctival infection of**

**hamsters with Leptospira strains.**

Data represents dose effect modeled as power law, hazard proportional to dosea, with 95% confidence interval for a = 0.352 +/- 0.562.

| ***Leptospira* strain** | **Beta** | **Sebeta** | **z** | **P** |
| --- | --- | --- | --- | --- |
| *lvrA/B* | -2.593919 | 0.400640 | -6.474434 | 0.000000 |
| *lvrB* | -3.548376 | 0.552394 | -6.423630 | 0.000000 |
| *lvrA/B II* | -2.463665 | 0.515715 | -4.777187 | 0.000002 |
| *lic13192* | 0.732820 | 0.626373 | -1.169943 | 0.242024 |
| *lic13087* | 0.016972 | 0.584078 | 0.029058 | 0.976819 |

D

# Supplementary material for: Lvr, a Signaling System That Controls Global Gene Regulation and Virulence in Pathogenic Leptospira
**Source:** Front Cell Infect Microbiol. 2018 Feb 23;8:45. doi: 10.3389/fcimb.2018.00045
**Supplement:** Supplementary file 6

| **COG Category (n)a** | **% Distribution of differentially expressed genes** | | | | |
| --- | --- | --- | --- | --- | --- |
| **Cluster 1** | **Cluster 2** | **Cluster 3** | **Cluster 4** | **Cluster 5** |
| C (138) | 15.94 | 1.45 | 0.72 | 0.72 | 15.94 |
| D (54) | 3.70 | 5.56 | NA | NA | 16.67 |
| E (209) | 2.87 | 1.91 | NA | 2.87 | 1.91 |
| G (137) | 3.65 | 1.46 | 0.73 | 1.46 | 3.65 |
| H (107) | 0.93 | 3.74 | 0.93 | 1.87 | 2.80 |
| I (114) | 11.21 | 1.87 | 0.93 | 4.67 | 1.87 |
| J (159) | 6.29 | NA | 0.63 | 4.40 | 30.82 |
| K (142) | 4.93 | 4.93 | NA | 8.45 | 5.63 |
| L (165) | 3.64 | 3.64 | 2.42 | 1.82 | 4.85 |
| M (231) | 4.76 | 0.87 | 0.43 | 4.33 | 3.90 |
| N (106) | 10.38 | 0.94 | 1.89 | 0.94 | 4.72 |
| UC (1835) | 4.85 | 8.12 | 4.03 | 1.58 | 2.67 |
| O (118) | 13.56 | NA | NA | 4.24 | 5.93 |
| P (133) | 3.76 | 2.26 | 0.75 | 4.51 | 2.26 |
| Q (62) | 6.45 | 4.84 | 1.61 | 3.23 | 3.23 |
| R (455) | 2.64 | 3.08 | 0.88 | 3.08 | 4.18 |
| S (216) | 6.94 | 6.94 | 1.39 | 1.85 | 3.24 |
| T (240) | 5.42 | 2.08 | 1.67 | 4.17 | 5.83 |
| U (71) | 7.04 | 4.23 | 1.41 | 8.45 | 7.04 |
| V (46) | 2.17 | 2.17 | 2.17 | 6.52 | 4.35 |
| F (55) | NA | 1.82 | NA | 7.27 | 3.64 |
| Z (2) | NA | 50.00 | NA | NA | NA |

**Table S6: Percentage distribution of differentially expressed genes across clusters.**

a Total number of genes in corresponding COG category in *L. interrogans* Manilae genome

# Supplementary material for: Lvr, a Signaling System That Controls Global Gene Regulation and Virulence in Pathogenic Leptospira
**Source:** Front Cell Infect Microbiol. 2018 Feb 23;8:45. doi: 10.3389/fcimb.2018.00045
**Supplement:** Supplementary file 8

**Table S8: List of putative response regulators harboring DNA binding domains in the genome of *Leptospira interrogans* Manilae L495.**

| **Gene ID** | **Annotation** |
| --- | --- |
| LMANv2_530024  LMANv2_590040  LMANv2_290023  LMANv2_240098  LMANv2_700001  LMANv2_330031  LMANv2_90110  LMANv2_90069 | KdpE  NtrX  CreB  Hypothetical protein  Hypothetical protein.  PhoP  Hypothetical protein  Hypothetical protein |

# Supplementary material for: Lvr, a Signaling System That Controls Global Gene Regulation and Virulence in Pathogenic Leptospira
**Source:** Front Cell Infect Microbiol. 2018 Feb 23;8:45. doi: 10.3389/fcimb.2018.00045
**Supplement:** Supplementary file 9

**Figure S1:** Principal Component Analysis for RNA-Seq data.

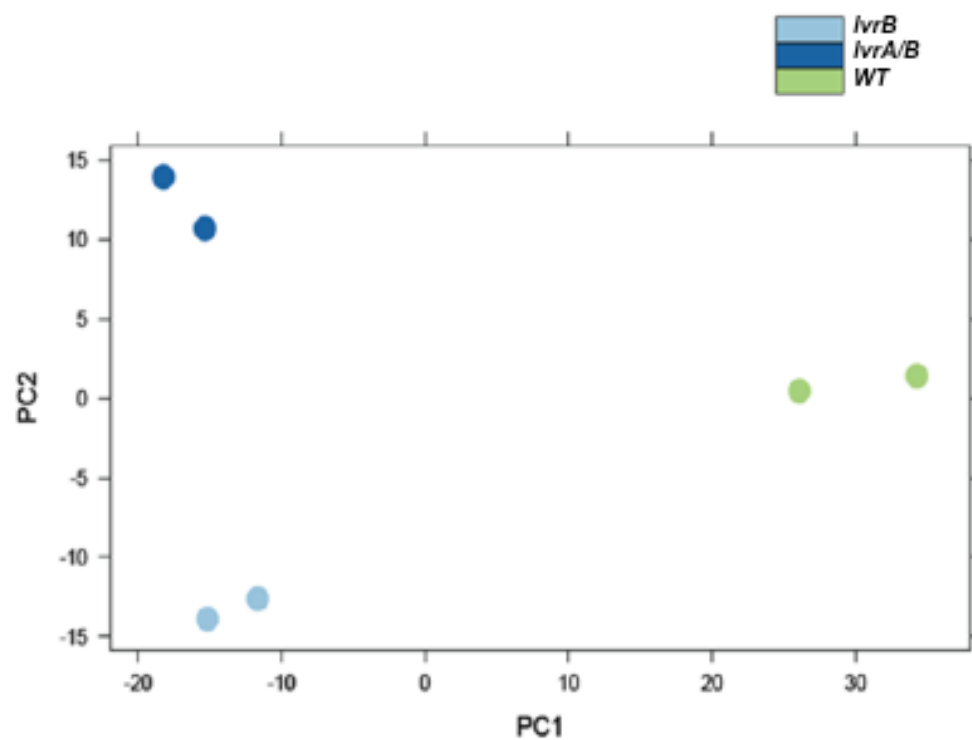

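The plot of Figure S1 places each library by its values on the first and second principal components, which are the directions along which expression varies most between libraries. Libraries that lie close together have similar expression over the genes used. The distance between replicates on such a plot depends on the transformation. It was 44.8 units for *lvrA/B* with log2 CPM and 1.65 units with the regularized-logarithm transformation, which pulls the values of genes with low counts together.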

First two principal components for RNA Seq data have been plotted.

How the deposited data were processed for this re-analysis (not part of the article)

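RNA-seq counts of 6 libraries were analysed, 2 biological replicates (I and II) each of WT, *lvrB* and *lvrA/B*, grown at 30°C. The authors prepared strand-specific libraries, aligned trimmed reads to the L495 genome with TopHat, and counted reads on annotated genes with HTSeq. The deposited values are these raw counts, whole numbers with no normalization, for 4312 genes, together with the lines for alignments outside genes or without a unique position. Whether strand and read pairs were used in counting is not stated in the paper's text.

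Counts on genes were 24896260 in WT I, 8001646 in WT II, 8339223 in *lvrB* I, 4149785 in *lvrB* II, 8225463 in *lvrA/B* I and 9493699 in *lvrA/B* II. At these depths, 3 counts correspond to 0.121, 0.375, 0.360, 0.723, 0.365 and 0.316 CPM, in the same order. A gene under these values cannot be told from one that is not transcribed. All lines together held 45374507, 15158888, 9905015, 5058831, 9882765 and 11767947 alignments.

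Fold changes came from edgeR 4.0.16 in R 4.3.3, with the quasi-likelihood test, TMM normalization, the filterByExpr filter with its default settings (4308 genes tested) and a prior count of 0.125, in one fit of the 6 libraries. Both mutants were compared with WT, and *lvrA/B* with *lvrB*. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 2. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. Log2 CPM values for correlations and components used a prior count of 2, and components the 500 most variable genes. Categories were tested with Fisher's exact test in scipy 1.17.1. Tables were made with pandas 2.3.3 and numpy 2.4.6 in Python 3.11.15, and figures with matplotlib 3.10.9. Means are given with the SD of 2 libraries.

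The genes named in the text were set by a rule: the 3 genes with the largest rise and the 3 with the largest fall in each comparison among the called genes whose libraries of 1 strain all lay beyond those of the other, and the genes that the paper names and that its tables pair with an identifier. Gene names, products and categories come from Tables S1, S5, S7 and S8, and positions from Table S7. Genes of Fig. 4B and of the quantitative RT-PCR without such a pairing are not analysed here. LMANv2_150111 and the neighbours of LMANv2_320089 and PhoP are named as well, chosen after seeing the data.

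The tests were tested on simulated data with 200 changed genes. edgeR found 81.5% of them at an adjusted p under 0.05. With the fold threshold of 2 added, it called 165 genes, of which 96.4% were truly changed, and it called 0 genes in a comparison without change. The simulation gave each gene the same spread in all strains. In the data, 2195 genes passed an adjusted p under 0.05 in *lvrA/B*. With thinned libraries, the variance at mean counts of 10 to 30 was 2.47 times the mean in WT, 9.88 in *lvrB* and 11.9 in *lvrA/B*. The simulated rates thus describe the simulated setting and not the comparisons here.

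The alternatives were DESeq2 1.42.0 with and without shrunken fold changes, DESeq2's size factors in edgeR, total counts as the only scaling, no low-count filter, at least 10 counts in every library, the replicate number as a block, fits of only the 2 strains compared, a fold threshold of 1, an adjusted p under 0.01, and each library left out in turn. They were set before the data were examined. Chosen after seeing the data were thinning all libraries to the smallest gene total, leaving out LMANv2_150111 (with TMM and with total counts as the only scaling), and subtracting the 5th percentile of each library from its counts. Regularized-logarithm values were also computed with DESeq2.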

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

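All results in this part stood out because the effect of disruption differed between *lvrA/B* and *lvrB* in a direct test, and the test of neighbouring genes was chosen only after the result was seen. The direct comparison called 122 genes, 29 higher and 93 lower in *lvrA/B*. Of the genes called in only 1 mutant, 51.5% differed in this comparison at an adjusted p under 0.05, narrowly more than the 50% below which a threshold missed by 1 mutant was to be taken as the explanation. The share was 50% for genes called only in *lvrA/B* (161 of 322) and 54.0% for those called only in *lvrB* (115 of 213). Nearly as many of these genes were thus not shown to differ between the mutants.

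The disrupted genes differed in opposite directions. The log2 difference of *lvrA* between *lvrA/B* and *lvrB* was -1.88 and that of *lvrB* was 1.47. The transposon sits in *lvrA* in the first strain and between the genes in the second. A transcript read through from the transposon, or reads on a truncated transcript, were not tested as explanations, since positions of reads within genes are not used here.

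PhoP differed by 4.01 on the log2 scale (adjusted p = 1.4e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and LMANv2_90110 by 0.92 (adjusted p = 0.022 from the edgeR test). The histidine kinase gene of the preceding identifier, *vicK* (LMANv2_330030), differed by 3.27. The differences of PhoP and LMANv2_90110 kept their direction and stayed past the threshold of the adjusted p with total counts as the only scaling. No biological explanation was tested.

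*ahpC* differed by -1.59 and *htpG* by -0.92, both rising less in *lvrA/B*. The *flaB* genes LMANv2_590023, LMANv2_290015 and LMANv2_290016 differed by -1.22, -1.66 and -1.98, and *flgE* by -1.14. Reads shared between the *flaB* genes were not examined, so the values of single genes are uncertain, while all 3 were lower in *lvrA/B* than in *lvrB*. No biological explanation was tested.

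The leucine rich repeat genes LMANv2_110002, LMANv2_120023 and LMANv2_730007 differed by -4.55, -3.45 and -2.46, at 2 to 32 counts per *lvrA/B* library. With only the 2 strains compared they had adjusted p-values of 0.056, 0.12 and 0.14 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, so these differences depend on the fit.

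The largest differences were 9.61 for LMANv2_320032, 7.91 for LMANv2_320089 and 6.49 for LMANv2_320085, all higher in *lvrA/B*, and -10.64 for LMANv2_230015, -10.26 for LMANv2_470074 and -9.68 for LMANv2_580011, all lower. LMANv2_320032 had 0 counts in both *lvrB* libraries and the 3 lower genes had 0 counts in both *lvrA/B* libraries, so these sizes rest on the prior count of the model. With only the 2 strains compared, LMANv2_320032 had an adjusted p of 0.054 and LMANv2_580011 of 0.063 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With the replicate number of the labels as a block, LMANv2_580011 had an adjusted p of 0.057 in the edgeR test. LMANv2_580011 had 89 and 1 counts in *lvrB* I and II.

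LMANv2_320089 and LMANv2_320085 had at least 22053 counts in each *lvrA/B* library and lie in a run of 8 identifiers, LMANv2_320082 to LMANv2_320089, in which 7 genes were called higher in *lvrA/B* than in *lvrB*. Of 3714 windows of 8 consecutive identifiers, 2 (0.0539%) held as many. The run was noticed before the windows were counted, so this share describes how rare such runs were and is no independent test. Of the 29 genes called higher in *lvrA/B* than in *lvrB*, 7 lie in this run, each with a log2 difference of at least 4.97. For these 7 genes, this argues against a run picked from scattered calls. The log2 differences of these 7 genes were from 4.97 to 7.91, and from 5.16 to 8.15 with total counts as the only scaling. The other gene of the run, LMANv2_320086, had a log2 fold change of -2.54 in *lvrA/B* against WT. A candidate explanation is that the 7 genes are transcribed together and respond to the loss of *lvrA* function, which was not tested. A change elsewhere in the genome of this 1 mutant strain was not tested here either. From whole genome sequencing, the paper reports a single transposon insertion in each mutant. It excludes off-target mutations as the cause of the attenuated virulence.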

How the results depend on the processing

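The counts of called genes stayed within 1.5 times of the reported ones with DESeq2 (with or without shrunken fold changes), DESeq2's size factors in edgeR, no low-count filter, at least 10 counts in every library, the replicate block and fits of only the 2 strains compared, except for the Fig. 4B genes given below. Over these settings, *lvrA/B* had from 614 to 726 called genes, *lvrB* from 496 to 621, and both from 314 to 359.

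Total counts as the only scaling changed the most results. It called 1019 genes in *lvrA/B* (reported 656), 1028 in *lvrB* (547), 607 in both (334), 421 only in *lvrB* (213) and 1438 in either mutant (868), with 231 risen and 1209 fallen against the reported 587 and 282. Of the Table S7 genes 21 rose in both mutants (reported 44), of the motility genes 1 rose in *lvrA/B* (11) and 5 in *lvrB* (10), and of the Fig. 4B genes 5 fell in *lvrB* (1). *lvrA* in *lvrA/B* passed an adjusted p under 0.05 at -1.23, and LMANv2_90110 in *lvrA/B* reversed to -0.20. This scaling takes no account of the difference in composition between WT and mutant libraries, and whether TMM or total counts come closer to the transcripts per cell was not tested. With LMANv2_150111 left out as well, chosen after seeing the data, it called 1006 genes in *lvrA/B*, 792 in *lvrB*, 506 in both, 500 only in *lvrA/B* and 1290 in either mutant, with 259 risen and 1033 fallen. Then 28 Table S7 genes rose in both mutants, 1 motility gene rose in *lvrA/B* and 5 in *lvrB*, and 4 Fig. 4B genes fell in *lvrB*.

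With a fold threshold of 1 on the log2 scale, 1712 genes were called in *lvrA/B*, 1484 in *lvrB*, 1079 in both, 633 only in *lvrA/B*, 405 only in *lvrB*, 2107 in either mutant (1242 risen, 875 fallen), and 627 between the mutants. An adjusted p under 0.01 left 160 falls in either mutant, and 0 Fig. 4B genes falling in *lvrB*. At least 10 counts in every library also left 0 of these genes falling in *lvrB*, where 1 fell at an unadjusted p under 0.05. With this filter *lvrA* in *lvrA/B* passed an adjusted p under 0.05 at -0.45. With the replicate block *lvrA* in *lvrA/B* passed the same adjusted p at -0.30. With the 5th percentile subtracted, chosen after seeing the data, 3 Fig. 4B genes fell in *lvrA/B* (reported 5). The 1 Fig. 4B gene called as fallen in *lvrB* was *csoR* (LMANv2_70074), with an adjusted p of 0.017 in the edgeR test and 7 counts in *lvrB* II, so the stricter adjusted p and the filter each left it out. The other changes with the fold threshold of 1 or the stricter adjusted p follow from the threshold, since the test is the same. With at least 10 counts in every library, *lvrA* in *lvrA/B* moved from -0.31 to -0.45 and *lvrB* there from -1.05 to -1.19. The median of the Table S7 genes in *lvrA/B* moved from 3.42 to 3.29, so this shift was shared and not particular to *lvrA*. For *lvrA* with the replicate block and for the 5th percentile the cause was not tested.

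With each library left out in turn, *lvrB* in the *lvrB* mutant ranged from -2.95 to -2.17 on the log2 scale, *lvrA* from -0.47 to -0.14 in *lvrA/B* and from 1.34 to 1.77 in *lvrB*, and *lvrB* in *lvrA/B* from -1.23 to -0.89. With 1 library left in a strain, no calls were made from these fits. Of 91 fold changes of named genes, 9 changed sign in at least 1 of them.

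Of the 87 other tested results for named genes, total counts as the only scaling made 16 stronger and 1 weaker and reversed 1. Fits of only the 2 strains made 1 stronger and 5 weaker, at least 10 counts made 2 stronger and 1 weaker of the 61 it tested, the block made 1 weaker, and DESeq2 with and without shrinkage made 1 stronger each. DESeq2's size factors and no filter left all 87 on their side of the threshold.

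The depth limits the falls. Of them, 31 had 0 counts in both libraries of the mutant, where only a bound on the fold change is measured, and genes under 0.723 CPM cannot be seen in *lvrB* II.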

Differences from the paper's values

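Of the log2 fold changes in Table S5, 565 of 567 in *lvrA/B* and all 461 in *lvrB* had the same direction here. The median differences were 0.083 and 0.114, and Pearson's r across genes was 0.937 and 0.945. Genes are not independent replicates. A gap is called closed here when a fold change came within the larger of the replicate SD and the standard error of the paper's value, or when a share came within 1.5 times of it, so a small shift can close a gap and a closed gap can leave a difference. The paper gives 15.2% for energy production and places these genes in clusters 1 and 5. A figure caption of the paper bases its percentages on the differentially expressed genes of each COG category. Whether 15.2% counts rises in either mutant or in both is not stated. The share of COG category C genes risen in both mutants, which is 1 reading of it, was 23.9%, against the paper's 15.2%. Of the alternatives set before the data were examined, at least 10 counts in every library closed the gap (20.3%), and the others did not, with 3.62% under total counts as the only scaling and 23.2% to 29.0% under the rest.

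For genes with few or no counts in a strain, DESeq2 with shrunken fold changes closed the gap and none of the other alternatives set before the data were examined did. The log2 fold change of *neo* was 12.51 in *lvrA/B* and 12.92 in *lvrB*, against the paper's 9.15 and 9.44, and 9.18 and 9.55 with DESeq2 with shrunken fold changes. That of LMANv2_880004 was 8.03 and 10.39, against the paper's 4.10 and 6.37, and 4.14 and 6.09 with shrinkage. In *lvrA/B*, LMANv2_120067 was at -9.79, LMANv2_110002 at -5.10 and LMANv2_120023 at -4.24, against the paper's -2.99, -3.72 and -3.03, and at -3.08, -4.35 and -3.49 with shrinkage. In *lvrB*, LMANv2_240140 was at -10.37, against the paper's -3.45, and at -3.69 with shrinkage. *neo* and LMANv2_880004 had 0 counts in both WT libraries, LMANv2_120067 in both *lvrA/B* libraries and LMANv2_240140 in both *lvrB* libraries. For these genes the size is set by the prior count or the shrinkage. Their gaps thus compare model settings and not measured fold changes.

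At least 10 counts in every library was the only alternative set before the data were examined that closed the gap for *pnp* in *lvrA/B* (4.41, the paper's 4.22, 4.27 with this filter), for *tufB* in *lvrA/B* (3.76, the paper's 3.52, 3.62) and in *lvrB* (4.21, the paper's 3.95, 4.07), and for LMANv2_90192 in *lvrB* (5.62, the paper's 5.39, 5.48). For *ahpC* in *lvrB* (3.37, the paper's 3.14), this filter (3.23) and the fit of only the 2 strains (3.33) closed it, and the other alternatives did not. For *pnp* in *lvrB* (2.61, the paper's 2.39), DESeq2 with shrunken fold changes (2.59), the filter (2.47) and the fit of only the 2 strains (2.57) closed it, and the others did not. For *flgE* in *lvrB* (3.51, the paper's 3.31), DESeq2 with (3.48) and without shrinkage (3.50), DESeq2's size factors in edgeR (3.50), the filter (3.37) and the fit of only the 2 strains (3.47) came within that error, the size factors and DESeq2 without shrinkage with almost no shift, and total counts as the only scaling, no filter and the replicate block did not. For LMANv2_290028 in *lvrA/B* (-1.12, the paper's -2.02), total counts as the only scaling closed it (-2.03) and the others did not. The filter of at least 10 counts shifted these genes alike. It took the median of the Table S7 genes from 3.42 to 3.29 in *lvrA/B* and from 3.15 to 3.01 in *lvrB*. Gaps of fold changes closed by this filter thus reflect a common shift and do not show agreement gene by gene.

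The smallest library held 5.06 M alignments, against the paper's lowest depth of about 21 M paired-end reads, which may count reads or pairs. No alternative set before the data were examined applies to this value.

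The paper assigns Lvr a positive role in clusters 1, 4 and 5 and a negative role in clusters 2 and 3. Against WT, 517 of the 532 genes of clusters 1, 4 and 5 were higher in *lvrA/B* and 522 in *lvrB*, and 301 and 299 of the 303 genes of clusters 2 and 3 were lower. The paper describes the leucine rich repeat genes of Fig. 4B as repressed in the mutants. In *lvrB*, none of the 6 leucine rich repeat genes passed an adjusted p under 0.05, and 0 an unadjusted p under 0.05, with log2 fold changes from -1.54 to -0.42. With total counts as the only scaling, all 6 were from -2.65 to -1.52 in *lvrB* and 3 passed the adjusted p.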

Other observations

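The tests of library composition, of tRNA genes and of LMANv2_150111 under total counts in this part were chosen only after the results were seen. The count of 868 genes called in either mutant was tested against technical explanations. With all libraries thinned to the smallest gene total it was 897, so a difference in depth was not shown to produce it. Without LMANv2_150111 it was 867, but TMM trims extreme genes, so this test cannot rule out that gene's share of the counts. With total counts as the only scaling, leaving the gene out changed the count from 1438 to 1290 in either mutant and from 1028 to 792 in *lvrB*, so the gene accounts for part of the calls under that scaling and not for most of them. The lowest WT share and the highest mutant share of alignments outside genes lay 21.5 percentage points apart. Every WT library lay on 1 side. Calls shared by both mutants thus cannot be told apart from a difference in how the WT and mutant libraries were made. Of the 534 genes called in only 1 mutant, 275 differed between the mutants at an adjusted p under 0.05. A difference between WT and mutant libraries would act on both mutants, which argues against it as the source of these 275 differences, as far as they are real. They rest on the fit of all 6 libraries, which includes the less variable WT libraries. The fit of only the 2 strains called 100 genes between the mutants and not 122, and the 275 were not recomputed in it. The 534 genes were also selected from these same data for a call in only 1 mutant, which favours differences between the mutants. For the other genes called in only 1 mutant, a difference between WT and mutant libraries remains open.

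Genes that fell were of lower abundance in WT than genes that rose. With the 5th percentile of each library subtracted, 198 of the 282 falls remained, and 291 falls were called in all. An even background per gene of that size does not account for most of the falls. A background that varies with gene length was not tested and remains open. The tRNA genes did not fall more than genes of the same WT abundance. Their median log2 fold change lay at the 93.34th percentile of the medians of 10000 matched lists in *lvrA/B* and at the 92.27th in *lvrB*.

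Counts of low-count genes differed widely between mutant replicates. At mean counts of 10 to 30, the variance was 21.0 times the mean in *lvrA/B* and 12.1 times in *lvrB*. From there to mean counts of 30 to 100, this multiple grew 1.35 times and 1.26 times. In simulated data, 8 copies per fragment gave multiples of 10.08 and 8.30 in the 2 ranges, and variation between cultures 3.33 and 5.94. The observed growth lay between these, and both simulations met the rule set for few distinct RNA fragments (a multiple of several times that grows less than 2 times). Few distinct fragments may produce the pattern, which cannot be told apart from variation between cultures by this rule.

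The fold changes of the mutants correlated across genes at 0.773. With a separate WT library for each mutant the correlation was 0.765. The WT libraries are alike (Pearson's r 0.989) and differ in the same way from the mutant libraries, so this removes only the noise of single libraries, and the correlation cannot be told apart from a deviation shared by the WT libraries.

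In its quantitative RT-PCR, the paper reports *lvrA* as strongly lowered in *lvrA/B* and unchanged in *lvrB*. In the RNA-seq counts, the log2 fold change of *lvrA* was -0.31 in *lvrA/B* and 1.57 in *lvrB*. With total counts as the only scaling it was -1.23 and 0.41, so both values against WT depend on the normalization, while *lvrA* was lower in *lvrA/B* than in *lvrB* with either scaling. The paper's quantitative RT-PCR also gives *lvrB* as lowered in both mutants. In the RNA-seq counts *lvrB* fell as well, by less, at -1.05 in *lvrA/B* and -2.52 in *lvrB*. Total counts as the only scaling gave -1.96 and -3.66, which are still smaller falls than in the quantitative RT-PCR. No biological explanation was tested.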
